# Macrophage-derived netrin-1 promotes abdominal aortic aneurysm formation by activating MMP3 in vascular smooth muscle cells

**DOI:** 10.1038/s41467-018-07495-1

**Published:** 2018-11-27

**Authors:** Tarik Hadi, Ludovic Boytard, Michele Silvestro, Dornazsadat Alebrahim, Samson Jacob, Jordyn Feinstein, Krista Barone, Wes Spiro, Susan Hutchison, Russell Simon, Debra Rateri, Florence Pinet, David Fenyo, Mark Adelman, Kathryn J. Moore, Holger K. Eltzschig, Alan Daugherty, Bhama Ramkhelawon

## Abstract

Abdominal aortic aneurysms (AAA) are characterized by extensive extracellular matrix (ECM) fragmentation and inflammation. However, the mechanisms by which these events are coupled thereby fueling focal vascular damage are undefined. Here we report through single-cell RNA-sequencing of diseased aorta that the neuronal guidance cue netrin-1 can act at the interface of macrophage-driven injury and ECM degradation. Netrin-1 expression peaks in human and murine aneurysmal macrophages. Targeted deletion of netrin-1 in macrophages protects mice from developing AAA. Through its receptor neogenin-1, netrin-1 induces a robust intracellular calcium flux necessary for the transcriptional regulation and persistent catalytic activation of matrix metalloproteinase-3 (MMP3) by vascular smooth muscle cells. Deficiency in MMP3 reduces ECM damage and the susceptibility of mice to develop AAA. Here, we establish netrin-1 as a major signal that mediates the dynamic crosstalk between inflammation and chronic erosion of the ECM in AAA.

## Abstract (web summary)

Abdominal aortic aneurysms (AAA) are characterized by extensive extracellular matrix degradation. Here Hadi et al. identify a netrin-1/neogenin-based crosstalk between macrophages and vascular smooth muscle cells (VSMCs), leading to the secretion of the matrix metalloproteinase MMP-3 by VSMCs and subsequent matrix degradation in AAA lesions.

## Introduction

Abdominal aortic aneurysms (AAA) are distinguished by the progressive structural impairment of the abdominal aorta due to extensive vascular injury that manifests as focal arterial enlargement^1^. Because AAA is generally asymptomatic^2^, it is likely that reported prevalence of up to 8% in elderly men and ~13,000 annual mortality attributed to AAA rupture are underestimated^3^. To prevent life-threatening rupture of the weakened vessels, surgical intervention is still the mainstay treatment of this complex multifactorial disease^4^. There is currently an unmet need to ameliorate surgical approaches or to develop therapies that delay surgery in order to improve clinical management of individuals with AAA.

Cumulative efforts to understand the mechanisms that contribute to the local trauma associated with AAA have consistently highlighted the activation of the immune response in the pathological vascular wall^5–7^. Recently, microarray-based gene expression studies have illuminated an overrepresentation of pathways involved in inflammatory responses^8–10^, establishing further evidence that AAA is an immunologic disease with dominant roles described for activated monocytes/macrophages subsets^6^. The mechanisms by which monocyte-derived macrophages are channeled to the AAA location have been well defined and multiple players including C–X–C motif receptor 4 (CXCR4)^11^, chemoattractant protein-1 receptor (CCR2)^12^ and its ligand chemokine (C–C motif) ligand 2 (CCL2)^13^ have been shown to play pivotal roles in directing these steps. The coordinated action of CCL2 and interleukin-6 (IL-6)^14^ also nurtured the supply of monocyte-derived macrophages to the vascular wall in apolipoprotein E deficient mice (*ApoE*^*−/−*^) exposed to continuous infusion of angiotensin II (Ang II), a prototypical AAA model^15^. However, why and how monocyte/macrophage accrual in the arterial wall impacts the focal distribution of AAA and the specific role of these cells in AAA is still unclear.

In healthy aorta characterized by a paucity of active inflammatory cell invasion, the consolidated ECM plays an instrumental role to limit aortic dysfunction^16^. ECM provides physical scaffold for cells constituent of the aorta and it is therefore constantly remodeled to maintain the integrity of the vascular framework^16^. In AAA, the chronic catabolic activity of ECM-degrading enzymes matrix metalloproteinases (MMP) has consistently been demonstrated to lethally compromise vessel remodeling and precipitate to aortic rupture^17,18^. The presence of macrophages is often associated with MMP activity in AAA suggesting a relationship between macrophages and ECM metabolism. However, the mechanisms that regulate such interactions remained unclear so far. In the quest to identify signals that mediate this crosstalk, we hypothesized that cues displaying immunoregulatory functions could intercept in this process.

Work from our group has identified netrin-1, a neuronal guidance cue with unique laminin-like structure, as a key chemorepulsive protein that directs leukocyte migration^19–21^. Here, we directly address the role of netrin-1 in bridging macrophage-dependent inflammation and sustained ECM damage in AAA. Using single-cell RNA-sequencing (RNA-seq) of AAA, we identify that pools of activated macrophages express netrin-1. The deficiency of netrin-1 in hematopoietic lineage and in macrophages protects mice from developing AAA compared to wild type (WT) littermates. Netrin-1 modulates calcium mobilization in neighboring vascular smooth muscle cells (VSMCs) via its receptor, neogenin-1. Activation of neogenin-1 by netrin-1 is required for the nuclear translocation of the transcription factor nuclear factor of activated T-cells, cytoplasmic 3 (NFATc3) to potentiate the catalytic activity of matrix metalloproteinase-3 (MMP3). The deletion of MMP3 protects mice from developing AAA. Our data suggest that locally activated macrophages leave a netrin-1 imprint in AAA, thereby fueling MMP3 activation by VSMCs and fostering focal degradation of the ECM that manifests in AAA.

## Results

### Netrin-1 is predominant in murine and human AAA

Transmural inflammation is detrimental to ECM integrity in AAA. Important roles of netrin-1 in orchestrating inflammation have been established^20,22–24^. In the quest to identify signals that can coordinate focal vascular injury and sustained inflammation in AAA, we hypothesized that netrin-1 could play a role in this context. We first characterized the level of netrin-1 in diseased sections of the aorta in an established murine AAA modeled through the infusion of Ang II in *ApoE*^*−/−*^ mice^15^. Quantitative RT-PCR revealed that netrin-1 mRNA (*Ntn1*) expression was significantly increased in AAA aortas compared to healthy tissues exposed to PBS. A similar expression pattern of inflammatory markers adhesion G-protein-coupled receptor E1 (*Adgre1*), interleukin 6 (*Il6*) and the C-C motif chemokine 2 (*Ccl2*) was observed in the aortas, consistent with previous reports^25^ (Fig. 1a). Western blot analysis confirmed a marked increase in the expression of netrin-1 within the AAA loci compared to healthy aortas (Fig. 1b). This coincided with immunofluorescence staining of aortic sections that revealed a pronounced pattern for netrin-1 in cellular and acellular structures, both in murine tissues (Fig. 1c) as well as in human sections (Fig. 1d). Collectively, these results suggested that the accumulation of netrin-1 may play a causative role in AAA.

**Fig. 1:**
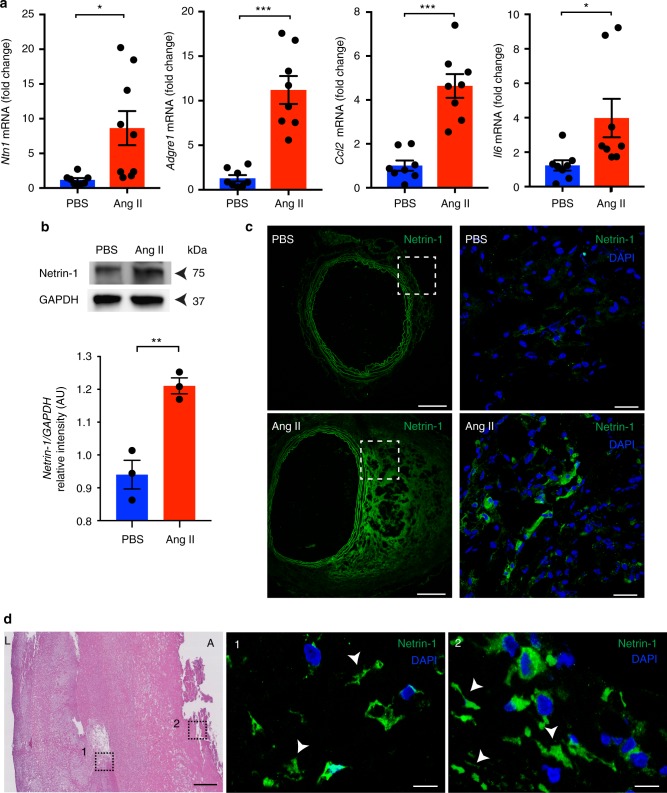
Netrin-1 is highly expressed in human and murine AAA. **a** Quantitative PCR analysis of *Ntn1*, *Adgre1*, *Ccl2, and Il6* mRNA levels isolated from aortas of *ApoE*^*−/−*^ mice exposed to PBS or Ang II for 28 days (*n* = 8/9 mice per group). *P *<* 0.05, ***P < 0.001. **b** Western blot analysis of netrin-1 in aorta extracts normalized to loading control, GAPDH (*n* = 3 mice per group). AU arbitrary units. ** *P* < 0.01. Representative microscopy staining of netrin-1 and cell nuclei (DAPI, blue) in magnified aortic sections (dashed box) from PBS and Ang II infused *ApoE*^*−/−*^ mice (**c**) (whole aortic section is shown in left top and bottom, scale bar 200 µm, magnified areas on the right, scale bar 20 µm) and human specimens (**d**); Hematoxylin and eosin (H&E; scale bar 500 µm) staining showing magnified sections (1, 2; scale bar 20 µm); arrows indicate acellular localization of netrin-1; L lumen, A adventitia. Unpaired, two-tailed *t*-test was used for statistical analysis. Error bars represent s.e.m

### Netrin-1 deficiency in hematopoietic lineage prevents AAA

To gain insight into the role of netrin-1 in the development of AAA, we investigated the impact of the lack of netrin-1 in AAA. To circumvent the embryonic lethality of netrin-1 deficiency, we used a fetal liver transplant strategy where lethally irradiated recipient *ApoE*^*−/−*^ mice were reconstituted with either *Ntn1*^*−/−*^*ApoE*^*−/−*^ or *Ntn1*^*+/+*^*ApoE*^*−/−*^ day-14 embryonic cells. We therefore generated *Ntn1*^*−/−*^*ApoE*^*−/−*^ (*Ntn1*^*−/−*^→*ApoE*^*−/−*^) or *Ntn1*^*+/+*^*ApoE*^*−/−*^ (WT→*ApoE*^*−/−*^) spontaneously hypercholesterolemic chimera mice that we challenged to Ang II or PBS for 28 days after transplantation recovery. While Ang II infusion increased the blood pressure from day 0 to day 28, no different pro-hypertensive effects were observed between chimeric *Ntn1*^*−/−*^→*ApoE*^*−/−*^ and WT→*ApoE*^*−/−*^ animals (Fig. 2a). Interestingly, although ~70% of the WT→*ApoE*^*−/−*^ animals developed AAA, only ~25% of *Ntn1*^*−/−*^→*ApoE*^*−/−*^ mice showed features of the disease (Fig. 2b). Analysis of the detailed severity of AAA classified by stages, as previously described^26^, showed that *Ntn1*^*−/−*^→*ApoE*^*−/−*^ chimeras were protected from developing complex manifestations of AAA typified by prominent aortic bulging and transmural thrombus in the supra-renal regions (Fig. 2c, d). To closely profile the hemodynamic features and non-invasively monitor the progression of aortic enlargement, we performed color Doppler ultrasound imaging weekly. Consistent with the incidence of AAA, turbulent flow patterns illustrated by dual-color blood flow profiles and aliasing effects were captured longitudinally in WT→*ApoE*^*−/−*^ mice in contrast to the laminar flows acquired in the supra-renal region of *Ntn1*^*−/−*^→*ApoE*^*−/−*^ mice treated Ang II (Fig. 2e). These prototypical features manifest in the human pathology and were recapitulated in our present chimeric murine models. Notably, vessel dilatation was markedly increased in WT→*ApoE*^*−/−*^ mice exposed to Ang II compared to PBS treated mice, however, the aortic diameter was reduced in *Ntn1*^*−/−*^→*ApoE*^*−/−*^ mice treated with Ang II (Fig. 2f). These data suggested that the absence of netrin-1 in the hematopoietic compartment could protect against the development of AAA. Since inflammation and ECM degradation are key hallmarks of AAA, we therefore assessed macrophage infiltration and elastin damage. The accrual of macrophages characterized by mRNA abundance of *Adgre1* (Fig. 2g) and immunostaining directed against CD68 (Fig. 2h) was significantly reduced in *Ntn1*^*−/−*^→*ApoE*^*−/−*^ as opposed to WT→*ApoE*^*−/−*^ aortas that were prone to AAA. Extensive elastin damage depicted by focal breaks and fiber thinning was consistently observed across the circumference of the aortic sections of the WT→*ApoE*^*−/−*^ mice whereas those examined from *Ntn1*^*−/−*^→*ApoE*^*−/−*^ sections were in opposite mirror to the latter findings (Fig. 2i). These exciting key observations predicted that the expression of netrin-1 could contribute to elastin damage and precipitate to vessel rupture. To test this hypothesis, we subjected a subgroup of older mice (~11 months) to high dose of Ang II as previously described^14^. While mortality peaked to 80% in the WT→*ApoE*^*−/−*^ group, 80% of the *Ntn1*^*−/−*^→*ApoE*^*−/−*^ mice survived after 28 days of treatment (Fig. 2j). Altogether, these findings clearly indicated a seminal role for hematopoietic-derived netrin-1 in steering the destruction of the aortic wall in AAA.

**Fig. 2:**
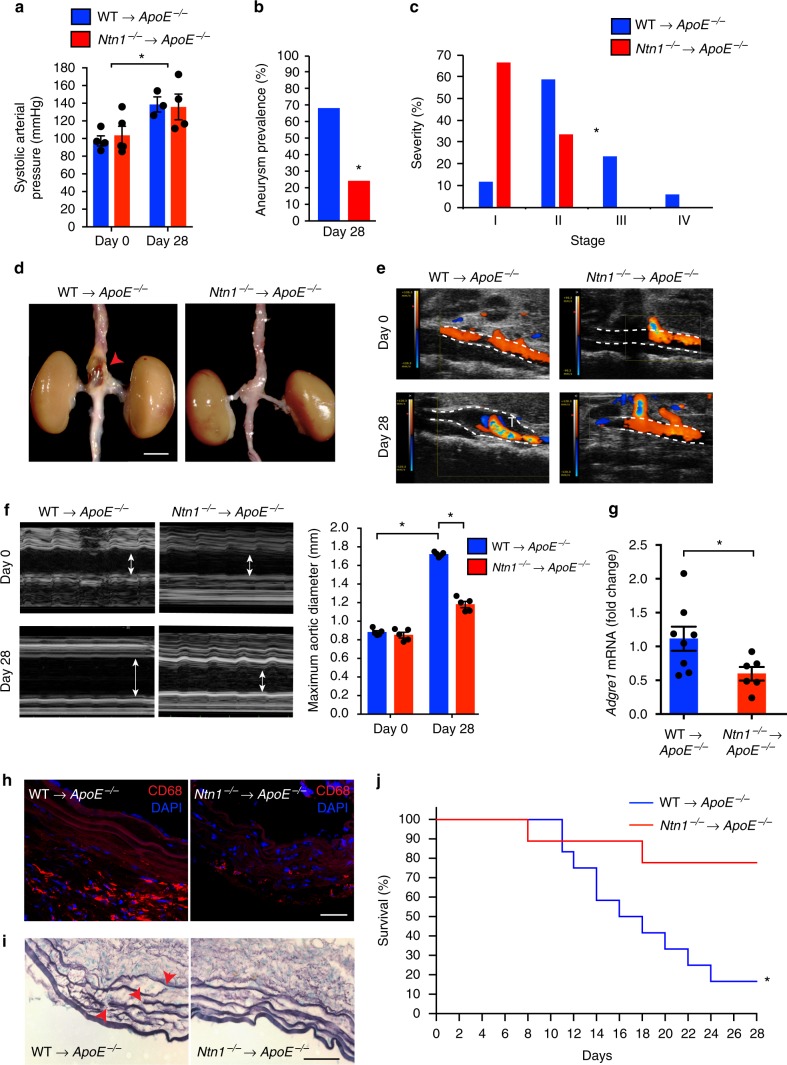
Netrin-1 deficiency in hematopoietic lineage protects against AAA. Arterial pressure measurement (**a**), aneurysm prevalence (**b**), and severity stratification (**c**) of WT→*ApoE*^*−/−*^ and *Ntn1*^*−/−*^→*ApoE*^*−/−*^ fetal liver chimeras exposed to Ang II for 0 or 28 days (*n* = 3–5 (**a**), *n* = 25 (**b**, **c**), *P < 0.05). **d** Representative photomicrograph of aortas at sacrifice. Arrowhead indicates abdominal aneurysm. *n* = 6 for WT→*ApoE*^*−/−*^ and *n* = 8 for *Ntn1*^*−/−*^→*ApoE*^*−/−*^; scale bar 2 mm. Representative color Doppler ultrasound images of abdominal aortas at day 0 and day 28 in color mode (**e**) and in M-mode (**f**) and measurements of maximum diameter at day 0 and 28 (arrows indicate vessel enlargement) *n* = 5; WT→*ApoE*^*−/−*^ and *n* = 5; *Ntn1*^*−/−*^→*ApoE*^*−/−*^. *P < 0.05. **g** mRNA levels of *Adgre1* by quantitative PCR in aortas of WT→*ApoE*^*−/−*^ (*n* = 8) and *Ntn1*^*−/−*^→*ApoE*^*−/−*^ mice (*n* = 6). *P < 0.05. **h** Representative immunofluorescence staining of macrophage marker CD68 (red) and nuclei (DAPI, blue); scale bar 50 µm; *n* = 3. **i** Example of elastin staining (Verhoeff–Van Gieson staining). Red arrowheads indicate points of elastin breaks; scale bar 50 µm; *n* = 3. **j** Kaplan–Meier survival curves as indicated. WT→*ApoE*^*−/−*^, *n* = 9; *Nt1n*^*−/−*^→*ApoE*^*−/−*^*, n* = *12*. *P < 0.05. Unpaired, two-tailed *t*-test was used for statistical analysis in **a**, **c**, and **g**. Two-sided Fisher’s exact test was used to compare variables in **b**. Two-way ANOVA was used in **f**. Statistical significance on Kaplan–Meier curves (**j**) has been assessed with Mantel–Cox test. Data error bars represent s.e.m

### Unique signature of netrin-1 in aortic macrophage subset

In the aim to define which cellular entity among the hematopoietic lineage was responsible for the expression of netrin-1, we profiled the transcriptome landscape of murine AAA through single-cell RNA-seq. Using *t*-distributed stochastic neighbor embedding (*t*-SNE) nonlinear dimension-reduction method, distinct immune sub-populations were identified based on their variability in genetic distribution patterns in the diseased aorta (Fig. 3a). Screening for *Ntn1* transcript within the clusters identified a unique signature for *Ntn1* among the heterogeneous immune cells (Fig. 3b). Interestingly, amongst these hematopoietic clusters, ~83% of the cells that expressed *Ntn1* were macrophages (Cd11b^+^/Cd68^+^/Adgre1^+^) while only ~7% of T cells (*Cd3e*^*+*^), ~5% of B cells (*Cd19*^*+*^), ~0.5% of neutrophils (*Ly6g*^*+*^*)*, and ~3% of dendritic cells (*Itgax*^*+*^) were detected as *Ntn1* positive (Fig. 3c). This was consistent with the mean level of *Ntn1* transcript abundance in each cluster which distinctly culminated in macrophages (Fig. 3d). Double immunofluorescence staining of diseased murine AAA sections confirmed the marked presence of netrin-1 protein in CD68 positive macrophages (Fig. 3e, top) as compared to PBS-infused mice (Supplementary Figure 1a). Similar results were recapitulated in human sections (Fig. 3e, bottom), further validating the data obtained by the single-cell RNA-seq and emphasizing on the translational impact of macrophage-dependent expression of netrin-1 in AAA. Transcriptomic analysis of the macrophage cluster using the Loupe Cell Browser software expanded the set of genes that best discriminate the pools of *Ntn1* positive macrophages within the inflamed aortic vessel wall. Of note, we found that *Ntn1* enriched macrophages were those that highly expressed pro-inflammatory markers and pro-angiogenic markers, while macrophages that harbored lower levels of *Ntn1* exhibited high anti-inflammatory macrophage mannose receptor 1 mRNA (*Mrc1*) and anti-atherogenic repertoire of genes consistent with previous reports^20,21^ (Fig. 3f). Since macrophage mannose receptor 1 (CD206) is a recognized prototypical anti-inflammatory marker of tissue macrophages, we performed laser capture microdissection of human AAA sections to selectively isolate either CD68^+^CD206^−^or CD68^+^CD206^+^ segments of the tissue, as previously described^27^. As shown in Fig. 3g, *MRC1* transcript was enriched in CD68^+^CD206^+^ segments captured from three patients, while pro-inflammatory marker *IL1B* was only expressed in CD68^+^CD206^−^ samples, confirming the purity of the captured aortic portions. Interestingly, *NTN1* mRNA was increased in CD68^+^CD206^−^ clusters suggesting that, in vivo, macrophages exhibiting pro-inflammatory phenotypes compatible with tissue damage, were those where the expression of netrin-1 peaked, indicative of a causative role of macrophage-derived netrin-1 in AAA.

**Fig. 3:**
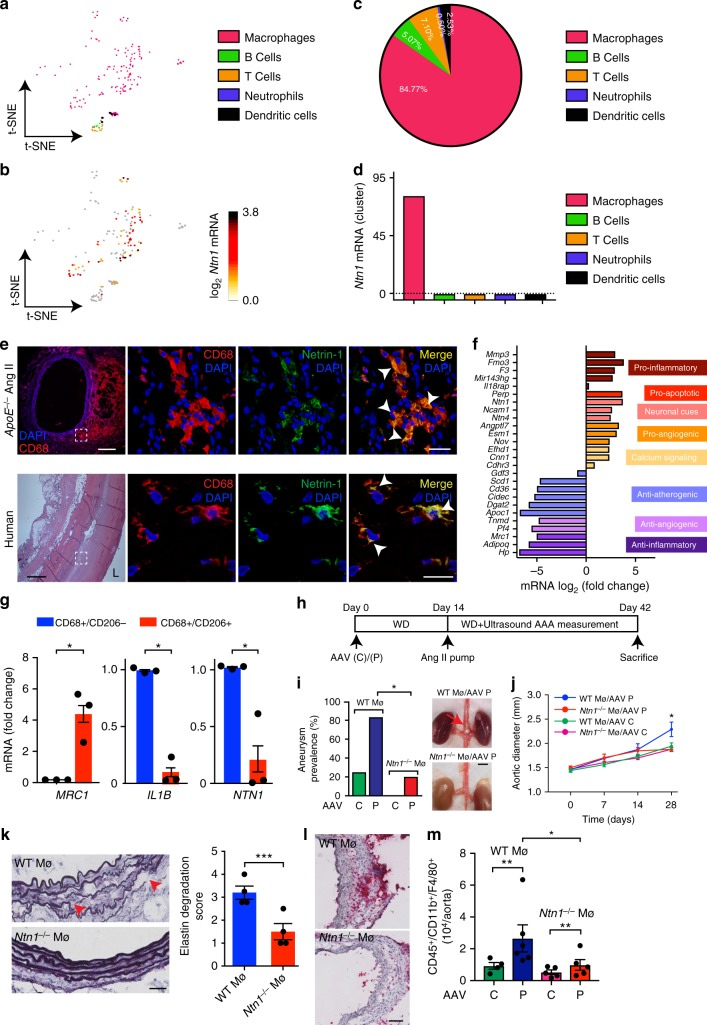
Netrin-1 deletion in macrophages inhibits AAA development. *t*-distributed stochastic neighbor embedding (t-SNE) plot of single-cell RNA-sequencing of diseased aortas (*n* = 3, pooled). Leukocyte clusters are color coded as shown (**a**), *Ntn1* mRNA distribution (log_2_) within the clusters (**b**). **c** Pie chart showing percentage of *Ntn1* mRNA per immune cell population. **d** Quantification of *Ntn1* mRNA abundance per cell cluster. **e** Representative immunofluorescence staining of CD68 and netrin-1 showing colocalization (merge; arrows) in aortic sections of Ang II mice (upper panels; scale bar 20 µm, except left panel, scale bar 200 µm) and human aneurysmal tissue (lower panels; scale bar 20 µm, except left panel, scale bar 500 µm). Dashed boxes indicate magnification sites displayed in right panels. Representative H&E staining of human section is shown. L lumen. *n* = 3. **f** Transcripts expression in *Ntn1* positive (right) and *Ntn1* negative (left) macrophages. Genes are clustered according to biological process. **g** *MRC1, IL1B*, *and NTN1* mRNA expression in human aneurysmal laser micro-dissected segments enriched in CD68^+^/CD206^+^ (*n* = 3) or CD68^+^/CD206^−^ (*n* = 3) macrophages. Unpaired, two-tailed *t*-test, *P < 0.05. **h** Schematic representation of PCSK9 (P) or control (C) adeno-associated virus vector (AAV) and Ang II treatments in C57BL/6J WT (WTMø) and *Ntn1*^fl/fl^/LysM-Cre^+/−^ (*Ntn1*^*−/−*^Mø) mice. WD western diet. Aneurysm prevalence with representative photomicrographs of aortas (**i**) (*n* = 15, WTMø/AAV P, n = 5 *Ntn1*^*−/−*^ Mø/AAV P. Two-sided Fisher’s exact test; *P < 0.05. Red arrow indicates AAA) and aortic diameter (**j**) of WTMø and *Ntn1*^*−/−*^Mø mice exposed to C or P AAV. (*n* = 4 mice; WT and *Ntn1*^*−/−*^ Mø/AAV C), (*n* = 5; WT and *Ntn1*^*−/−*^ Mø/AAV P). Two-way ANOVA, *P < 0.05. **k** Microscopy images of elastin content (Verhoeff–Van Gieson staining) and elastin degradation score. Red arrowheads show elastin breaks. *n* = 3; scale bar 50 µm; unpaired, two-tailed *t*-test, ***P < 0.001. **l** Representative aortic sections stained for CD68 macrophages; scale bar 50 µm. **m** Quantification of macrophages (CD45^+^/CD11b^+^/F4/80^+^) by flow cytometry. *n* = 4; WT and *Ntn1*^*−/−*^ Mø/AAV C), (*n* = 6; WT and *Ntn1*^*−/−*^ Mø/AAV P). Unpaired, two-tailed *t*-test, **P < 0.01. Error bars represent s.e.m

### Netrin-1 deletion in macrophages inhibits AAA development

To directly address the specific role of macrophage-derived netrin-1 in AAA, mice harboring *Ntn1* gene flanked by lox-P sequences were bred with mice expressing the Cre recombinase in mature macrophage lineage within the lysozyme C-2 gene *Lyz2* (LysMcre) to generate *Ntn1*^flox/flox^LysMcre^+/−^ (*Ntn1*^*−/−*^Mø) and *Ntn1*^flox/flox^LysMcre^-/-^ Nnt1^l^^−/−^ (WTMø) control mice. No phenotypic defects were observed  in these mice and the reduced expression of netrin-1 in monocytes/macrophages was verified (Supplementary Figure 1b). Since the incidence of AAA is low in the absence of hypercholesterolemia^28^ and in order to increase the susceptibility of normocholesterolemic *Ntn1*^*−/−*^Mø and WTMø C57BL/6 mice to AAA, we injected the mice with a single dose of an adeno-associated virus (AAV) vector expressing the D374Y gain-of-function proprotein convertase subtilisin/kexin type 9 (PCSK9) that resulted in sustained hypercholesterolemia, as described previously^29^. As shown in the schematic in Fig. 3h, following either control or PCSK9 AAV injection, mice were exposed to a western diet (WD) for 2 weeks before Ang II pump was implanted for an additional 4 weeks, as previously described^30^. Combined exposure of Ang II and PCSK9 AAV increased the prevalence of AAA in WT Mø mice by a 4-fold factor compared to mice exposed to control AAV and Ang II. Interestingly, *Ntn1*^*−/−*^ Mø mice were less susceptible to AAA when challenged to control AAV in the presence of Ang II and only 20% that received PCSK9 AAV in conjunction with Ang II developed features of AAA, as depicted in the macroscopic images of the renal region of the aorta (Fig. 3i). Aortic diameter revealed that the aorta of WT Mø mice gradually expanded over time and peaked at 28 days after treatment (Fig. 3j). The lack of netrin-1 in macrophages protected mice from aortic enlargement similar to healthy animals, consistently with preserved integrity of elastin fibers (Fig. 3k) and reduced accumulation of inflammatory CD68 positive macrophages identified by immunohistochemistry of serial aortic sections (Fig. 3l). Flow cytometry of diseased aortic tissue confirmed the reduced accumulation of CD45^+^/CD11b^+^/F4/80^+^ macrophages in the vascular wall of *Ntn1*^*−/−*^Mø mice compared to WTMø (Fig. 3m). These results were in line with the protective phenotype observed with *Ntn1*^*−/−*^→*ApoE*^*−/−*^ chimeras and clearly suggest that the absence of netrin-1 in macrophages reduces the susceptibility to develop AAA.

### Netrin-1 regulates the activity of MMP3 in the vascular wall

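Ntn1, the gene deleted in the donors of the transplanted fetal liver cells, was measured in every aorta, at 7923 ± 2419 normalized reads (SD, n = 4 mice) in Ntn1-/- to ApoE-/- chimeras and 7564 ± 1698 (SD, n = 4) in WT to ApoE-/- chimeras. The log2 fold change of Ntn1 was 0.04 (standard error 0.24, adjusted p = 0.959 from limma), and the groups overlapped. Cells of the ApoE-/- recipient keep an intact Ntn1 gene, so that its level in whole aorta is not a complete check of the labels. The gene lies on chromosome 11 of mm9 from 68022866 to 68214325. RNA was taken from whole aortas after 28 days of angiotensin II at 1 µg/kg/min, from 4 mice per group, and sequenced as single-end reads of 50 nucleotides. The authors aligned the reads to mm9 with TopHat 2.0.9, counted them per gene with featureCounts, and compared the groups with DESeq2. The deposited values are read counts divided by a size factor for each library. Dividing each library by the step between its low values gave whole reads for 100.0% of values, within a tolerance of 0.001. The recovered totals were 19879329 to 25083874 reads in genes in WT chimeras (median 20687637) and 22485117 to 28202931 in Ntn1-/- chimeras (median 24283270). The main test was limma on log2(value + 1) over the 14931 genes with a mean of at least 10, so that fold changes of low genes are understated. edgeR and DESeq2 were run on the recovered reads as alternatives.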

Since transcriptional mapping can provide key mechanistic insights in an unbiased manner, we performed RNA-seq of aortas isolated from WT→*ApoE*^*−/−*^ and *Ntn1*^*−/−*^→*ApoE*^*−/−*^ mice exposed to Ang II to uncover the mechanisms underlying the undefined role netrin-1 in AAA. 

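Fzd4, a frizzled receptor for Wnt ligands and norrin, had the smallest p of all genes, with 871 ± 51.5 normalized reads (SD, n = 4) in Ntn1-/- chimeras against 545 ± 39.0 (SD, n = 4) in WT chimeras. Heg1, an endothelial junction receptor, had a log2 fold change of 0.79, the transcription factor Klf10 of 0.78 and the transcription factor Ets1 of 0.35. On the other side, the transcription factor Nfil3, a repressor of clock output genes, had a log2 fold change of -1.01, the RNA-binding protein gene Arid5a of -0.75 and Galk1, which encodes galactokinase, of -0.29. Each of these 7 genes had 4 libraries of one group on one side of the 4 of the other, and each was chosen after its values were seen. None of the 14931 genes passed an adjusted p of 0.05 in limma, where the smallest adjusted p was 0.248. At an unadjusted p under 0.05 there were 2333 genes, 1250 higher and 1083 lower in Ntn1-/- chimeras, where chance would give 747 on average. Genes move together, and 4 of the 35 splits of the 8 libraries into 4 and 4 gave as many, the real one included. Chance can therefore not be excluded for this count. The groups did not overlap at 1563 genes, or 10.5%, against 2.86% by chance, a share that was not compared over the splits. edgeR also called 0 genes, with 2419 at an unadjusted p under 0.05. DESeq2 called 506, and 4 of the 35 splits called as many, the real one included. In simulated libraries with the means and spread of these, limma recovered 64.2% of genes changed by 2-fold and 14.9% of those changed by 1.5-fold, so that smaller changes would mostly be missed. There limma made 3 false calls and DESeq2 49. Each simulated gene was drawn independently, so that these shares leave out the variation that genes of the real libraries have in common.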

Through this sensitive RNA profiling of four individual aortas in each experimental group, we generated a library of distinct transcriptome expression patterns as revealed by the volcano plot (Supplementary Figure 2a). Utilizing an adjusted nominal *P* value *<* 0.05, we designed a heatmap representation that captured a large range of expression levels of transcriptome imprints in AAA-prone compared to AAA-protected groups (Fig. 4a). 

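Genes past the threshold in the authors' deposited table numbered 475, of which 290 were higher and 185 lower in Ntn1-/- chimeras. All 475 had the same sign in limma, 474 had an unadjusted p under 0.05 there, and at 430 of them the 4 libraries of one group all lay on one side of the 4 of the other. The authors chose these genes for their difference between the same libraries, so that this is no independent evidence. The log2 fold changes in the authors' deposited table ran from -0.79 to 0.81. Across the 14931 genes, which are not independent replicates, those values correlated with the limma fold changes at r = 0.853 (Pearson) and rho = 0.973 (Spearman). By DESeq2, the authors' own tool, on the recovered reads of the same libraries, 473 of the 475 were called again. limma and edgeR called 0 of them at an adjusted p under 0.05.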

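Muscle, liver and immune genes made the largest differences between libraries. Along the first component of the 500 most variable genes, which held 47.5% of the variance, the skeletal muscle genes Myh4 and Acta1 and the lymphocyte recombination genes Rag1 and Dntt lay at one end, and the liver genes Alb, Apoa1 and Ttr at the other. Ntn1-/- replicates B and C stood at the muscle end, at 38.4 and 20.4, and WT replicates C and D at the liver end, at -24.5 and -19.1. The groups' positions on this component had an exact permutation p of 0.0571 (2-sided, 4 against 4), and on the second component, with 28.1% of the variance, of 0.743. The mean Euclidean distance was 39.1 within Ntn1-/- chimeras, 37.3 within WT chimeras and 43.7 between the groups. Between minus within came to 5.48, with an exact permutation p of 0.0857 over the 35 splits of 8 libraries into 4 and 4. For 6 of the 8 libraries the nearest library was of their own group, while Ntn1-/- replicate D and WT replicate B were each nearest to the other. Over the 475 genes called in the authors' deposited table, which were chosen for the difference, the nearest library was of the same group for 8 of 8.

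**Figure D1:**
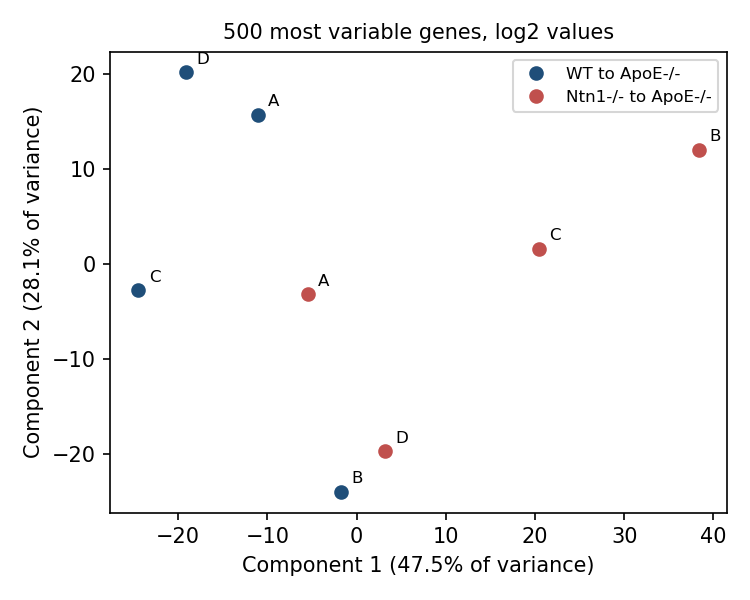
Each point is one aorta, with its replicate letter, placed by the first (47.5% of variance) and second (28.1%) principal components of log2 values of the 500 most variable genes. Ntn1-/- replicates B and C lie apart on the right, and Ntn1-/- replicate D lies beside WT replicate B.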

The consistency in the clustering suggested a homogeneous genomic activity with limited background signal and high levels of reproducibility across the biological replicates in each group. Pathway analysis of this library tracked significant and synchronized networks regulated by netrin-1 in the vascular wall. 

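EIF2 signaling, whose listed genes are mostly those of ribosomal proteins, had the smallest p in the authors' deposited table of Ingenuity pathways. Of its 31 listed genes, 29 had a lower estimate in Ntn1-/- chimeras and 2, the signalling genes Sos2 and Insr, a higher one, with a median log2 fold change of -0.29. A fixed list of 30 cytosolic ribosomal proteins had a median of -0.27, and of -0.10 after an offset for gene length and GC content per library. The 8 measured genes listed for the coagulation system all had lower estimates, with a median of -2.06, and the groups overlapped at each of them. Fga, Fgb, F2, Kng1, Serpinc1 and Serpind1 of these are also in a list of 20 plasma proteins made by liver, written after the data were seen, with a median of -2.21 (exact permutation p = 0.114, unadjusted p = 1.12e-09 from limma's camera and 0.164 with an estimated correlation). WT replicates A, C and D had a mean deviation (log2) of 1.87, 1.93 and 2.51 on that list, and WT replicate B of -1.92. The 3 genes listed for catecholamine biosynthesis all had higher estimates, with a median of 1.24, and the groups overlapped at each of them. Dbh and Th of these are also among 10 neuron genes, grouped after the data were seen, with a mean deviation of 1.64 and 1.23 in Ntn1-/- replicates B and C and -0.83 to -0.0349 in the other libraries. For Huntington's disease signaling, 16 of 28 genes had higher and 12 lower estimates. The table lists 284 pathways and 309 distinct measured genes, which the authors chose for their difference between these libraries, so that their direction is no independent evidence. They were taken at an adjusted p under 0.1 in the authors' comparison. At an adjusted p under 0.05 limma called 0 of the 309, edgeR called 0 genes in all and DESeq2 called 166. The thresholds differ, so that the count of DESeq2 does not measure how many of the authors' genes were found again. In limma 301 of the 309 had an unadjusted p under 0.05. The terms of Supplementary Figure 2b came from DAVID and are not the pathways of this table.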

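Genes of nerve and of microtubule transport were the lists that limma's camera called higher in Ntn1-/- chimeras. Of 20 nerve and Schwann cell markers, 19 had higher estimates, with a median log2 fold change of 0.76 (adjusted p = 1.97e-05 from limma's camera). They include Nefl, a neurofilament subunit, at 1.62 (standard error 0.48), and Snap25, a synaptic vesicle fusion protein, at 1.54 (standard error 0.51). Of 34 genes of microtubule motors and transport, 26 had higher estimates, with a median of 0.17 (adjusted p = 2.19e-04 from limma's camera). The cargo adaptor Hook1 had a log2 fold change of 1.22 and the kinesins Kif21a, Kif13b and Kif1b of 0.89, 0.73 and 0.28. In limma none of the members of either list passed over all genes, and adjusted over the list alone 6 of the 34 transport genes and 0 of the 20 nerve genes did. At an unadjusted p under 0.05 limma had 11 transport genes higher, and 9 nerve genes higher and 1 lower. Over all genes edgeR called 0 of any list, while DESeq2 called 6 of the transport genes and 8 of the nerve genes as higher, among them Kif1b (adjusted p = 0.00207) and Snap25 (adjusted p = 0.0150). Over 26 alternatives the log2 fold change ran from 0.017 to 0.35 for Kif1b and, over as many, from 0.58 to 1.99 for Snap25. With an estimated correlation neither list was called, at an adjusted p = 0.885 with an estimated correlation for both. The nerve list stood at 1.14 and 0.81 above its mean in Ntn1-/- replicates B and C, and without those libraries its median was 0.17 (adjusted p = 0.0661 from limma's camera) and that of the transport list 0.12 (adjusted p = 0.0567 from limma's camera). After an offset for gene length and GC content per library the median of the transport list was 0.09 (adjusted p = 0.112 from limma's camera), while the call of the nerve list was kept. For apoptosis, 15 of 36 genes had higher and 21 lower estimates and the list was not called (adjusted p = 0.971 from limma's camera). Xiap, an inhibitor of caspases, had a log2 fold change of 0.47 (standard error 0.11) and Bax, a promoter of cell death, of -0.28 (standard error 0.08). Of 33 other axon guidance genes, 23 had higher estimates, and the list was not called (adjusted p = 0.371 from limma's camera), although its mean was higher in each Ntn1-/- library than in each WT library (exact permutation p = 0.0286). Its median of 0.07 was 0.0085 after the offset for gene length and GC content and -0.0083 with a clock phase covariate chosen after the data were seen. The 17 netrin pathway genes and receptors (adjusted p = 0.137 from limma's camera) and the 24 intermediate filament genes (adjusted p = 0.971 from limma's camera) were not called either. The intermediate filament genes had a median log2 fold change of -0.07, while their mean was 0.19. The netrin pathway list was called without Ntn1-/- replicate D (adjusted p = 0.0258), without WT replicate A (adjusted p = 0.0298) and with a clock phase covariate chosen after the data were seen (adjusted p = 0.0267), out of 30 alternatives with adjusted p from 0.0258 to 0.885. In limma none of the members of these 4 lists passed over all genes or adjusted over the list alone. At an unadjusted p under 0.05 limma had 6 intermediate filament genes higher and 3 lower, 3 apoptosis genes higher and 4 lower, 2 netrin pathway genes higher and 0 axon guidance genes. DESeq2 called 5 intermediate filament genes as higher, Ina, Nefl, Nefh, Nefm and Prph, and 1 as lower, Krt8. Of these, Nefl, Nefm and Prph are also members of the nerve list, so that their calls are not a result apart from that list. Of the apoptosis genes DESeq2 called Xiap alone (adjusted p = 0.0232).

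**Figure D2:**
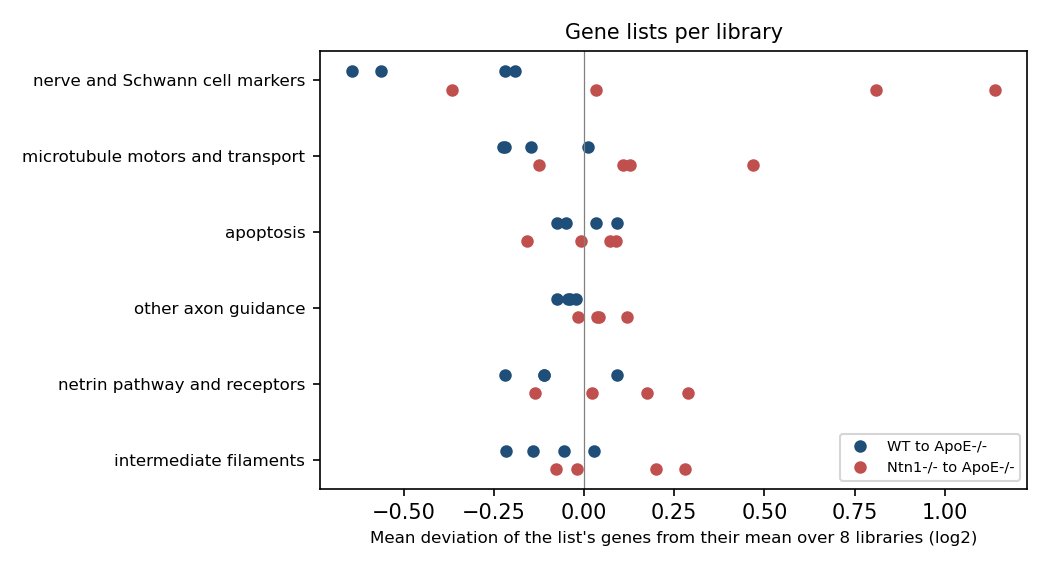
Each point is one aorta, at the mean deviation (log2) of a list's genes from their mean over the 8 libraries. In the nerve list 2 Ntn1-/- libraries stand at 1.14 and 0.81. The groups do not overlap in the list of other axon guidance genes and overlap in each of the other lists shown.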

Established functions of netrin-1 including axon development, apoptotic process and cytoskeleton-dependent intracellular transport^19–21,31^ were highlighted through software analysis (Supplementary Figure 2b) confirming the robustness of the data. Compellingly,  Mmp3, a key extracellular matrix degrading enzyme catalyzing a broad range of substrates with accessory inflammatory properties^32,33^, was amongst the most significantly downregulated genes in the aortas of *Ntn1*^*−/−*^→*ApoE*^*−/−*^ mice (Fig. 4b-top). 

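Mmp3 stood at 3683 ± 281.9 normalized reads (SD, n = 4 mice) in Ntn1-/- chimeras and 4843 ± 301.6 (SD, n = 4) in WT chimeras, 76.1% of the WT level. Every Ntn1-/- aorta, at 3497 to 4093, lay below every WT aorta, at 4419 to 5073 (exact permutation test, 2-sided, p = 0.0286, the smallest p that 4 against 4 allow). The log2 fold change was -0.40 (standard error 0.08, 95% confidence interval -0.58 to -0.21). By its p of 0.000984 from limma, Mmp3 was number 9 of the 7827 genes with lower estimates. The gene lies on chromosome 9 of mm9 from 7445822 to 7455972. Over all genes the adjusted p was 0.248 from limma and 0.0026 from DESeq2 on the recovered reads (0.0026 to 0.626 over 29 alternatives), and adjusted over the list alone in limma it was the only one of 22 matrix metalloproteinases and inhibitors to pass. Among these, Mmp23 had a log2 fold change of -0.34 (standard error 0.12), the membrane-bound Mmp14 of -0.46 (standard error 0.21) and Mmp28 of 0.28 (standard error 0.12). Mmp9, a gelatinase, was at 124 ± 51.2 normalized reads in Ntn1-/- and 148 ± 56.0 in WT chimeras (SD, n = 4 each). As a list they were not called (adjusted p = 0.371 from limma's camera). The number of Mmp3 among genes with lower estimates was 15 by DESeq2, 166 after an offset for gene length and GC content, 341 without Ntn1-/- replicates B and C and 867 with the neuron genes as a covariate, the last 2 chosen after the data were seen. Leaving out one library it was 3 (without Ntn1-/- replicate A) to 51 (without Ntn1-/- replicate C). The log2 fold change of Mmp3 itself ran from -0.45 to -0.31 over the 29 alternatives, the fits just named included. From the difference in Mmp3, with RT-PCR, staining of MMP3 and its catalytic activity, the paper proposes that netrin-1 could fuel MMP3 expression in AAA (Fig. 4).

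**Figure D3:**
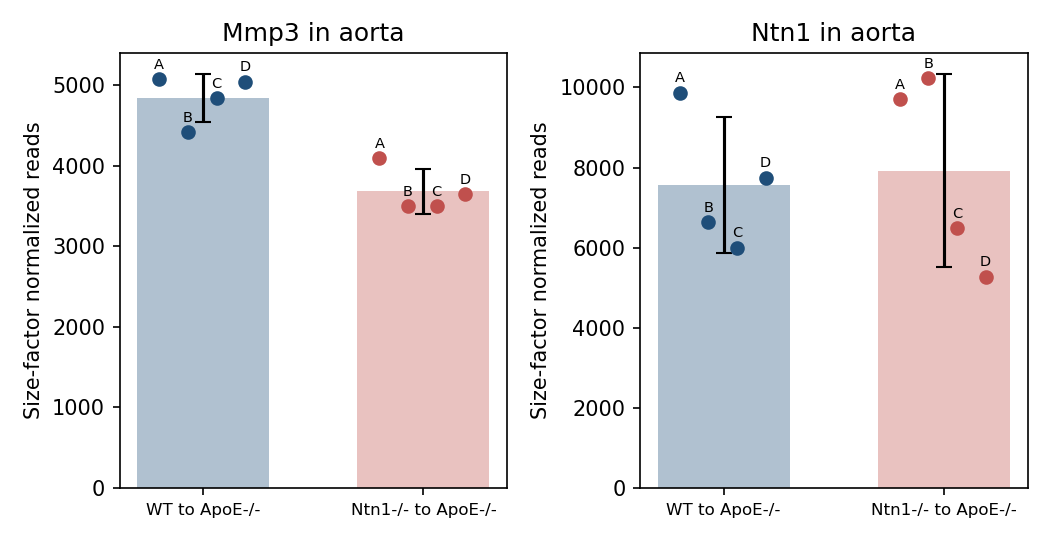
Bars give the mean and error bars the SD of normalized reads in 4 WT to ApoE-/- and 4 Ntn1-/- to ApoE-/- aortas, and points give each aorta with its replicate letter. The 4 Ntn1-/- aortas lie below the 4 WT aortas for Mmp3, between 3497 and 4093, and overlap with them for Ntn1.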

RT-PCR of a larger experimental group validated the marked differential expression of *Mmp3* transcripts in diseased aortas (Fig. 4b-bottom). We further established the downregulation of MMP3 protein expression in *Ntn1*^*−/−*^→*ApoE*^*−/−*^ aortic segments by immunofluorescence, that revealed a significantly reduced expression of MMP3 per section analyzed (Fig. 4c), in accordance with the RNA-seq and RT-PCR results. Importantly, immunofluorescence staining showed a strong decrease of MMP3 in aortic sections isolated from *Ntn1*^*−/−*^Mø mice, that exhibited a dampened susceptibility to develop AAA similar to *Ntn1*^*−/−*^→*ApoE*^*−/−*^ chimeric mice, compared to WT Mø aortic sections (Fig. 4d). This was paralleled by decreased MMP3 catalytic function in aorta isolated from *Ntn1*^*−/−*^Mø as opposed to WTMø mice exposed to Ang II (Fig. 4e). These results clearly evidenced that netrin-1 could fuel the expression of MMP3 with potent ECM degrading capacity in the setting of AAA.

**Fig. 4:**
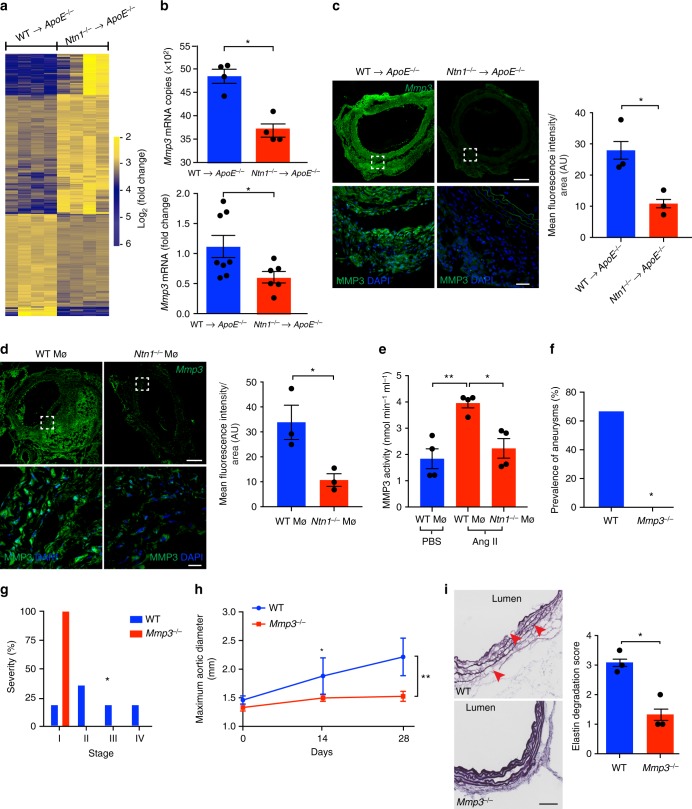
Netrin-1 regulates MMP3 activity in AAA. **a** Heatmap representation of transcriptomic profiling of WT→*ApoE*^*−/−*^ and *Ntn1*^*−/−*^→*ApoE*^*−/−*^ aorta by RNA-sequencing (RNA-seq). *n* = 4 per group. **b** *Mmp3* mRNA copy numbers identified by RNA-seq (*n* = 4 per group) and quantitative PCR analysis of *Mmp3* transcript in aortas (*n* = 8; WT→*ApoE*^*−/−*^, *n* = 6; *Ntn1*^*−/−*^→*ApoE*^*−/−*^). *P < 0.05. Representative immunofluorescence staining and quantification of MMP3 in aortic sections of WT→*ApoE*^*−/−*^ and *Ntn1*^*−/−*^→*ApoE*^*−/−*^ (**c**) and WTMø and *Ntn1*^*−/−*^Mø (**d**) (*n* = 3 per group); upper panels, scale bar 200 µm. Bottom panels (scale bar 20 µm) show magnified region of dashed box. *P < 0.05 (**e**) MMP3 catalytic activity assay in aortic lysates of PBS infused WT, WTMø and *Ntn1*^*−/−*^Mø (*n* = 4 per group) mice treated with Ang II. *P < 0.05, **P < 0.01. Aneurysm prevalence (**f**), severity stratification (**g**), and aortic enlargement (**h**) of WT (*n* = 6) and MMP3 whole body-deficient mice (*Mmp3*^*−/−*^) (*n* = 7) exposed to Ang II. *P < 0.05, **P < 0.01. **i** Representative image of elastin (Verhoeff–Van Gieson staining) and degradation scored in the aortic media. Red arrowheads indicate elastin rupture. Scale bar 100 µm; *n* = 3 per group. *P < 0.05. Unpaired, two-tailed *t*-test was used for statistical analysis in **b**–**e**, **g**, and **i**. Two-sided Fisher’s exact test was used to compare variables in **f**. Two-way ANOVA was used in **h**. Data error bars represent s.e.m

### MMP3 activity promotes AAA

To investigate the direct role of MMP3 in AAA, we challenged MMP3 deficient mice (*Mmp3*^*−/−*^) to Ang II infusion prior to PCSK9 AAV injection. Blood pressure was significantly increased in mice after 28 days of treatment compared to the baseline measurements. No difference between *Mmp3*^*−/−*^ and WT mice blood pressure was observed at time of sacrifice (Supplementary Figure 2c).  Notably, MMP3 deficiency substantially reduced both the incidence (Fig. 4f), the severity (Fig. 4g) of AAA and aortic dilation (Fig. 4h) in comparison to WT mice (Supplementary Figure 2d). Accordingly, extensive elastin degradation was apparent in the vessel wall of WT mice with active MMP3, while MMP3 deficiency maintained the integrity of elastin fibers characterized by a reduction in elastin degradation score (Fig. 4i). Altogether, our data demonstrate a distinct aggravating role of MMP3 in AAA.

### Macrophage-deficient MMP3 fail to rescue AAA

We further characterized which cellular subsets were responsible for MMP3-dependent AAA development. Because macrophages are important sources of MMP3 in atherosclerotic lesions^34^, we performed immunofluorescence to detect whether MMP3 was expressed by macrophages harbored in AAA. MMP3 colocalized with CD68 positive macrophages recruited in the diseased aorta (Fig. 5a). We therefore assessed whether netrin-1 could regulate MMP3 dynamics in macrophages. Recombinant netrin-1 indeed dose-dependently increased MMP3 enzymatic activity in bone marrow-derived macrophages (BMDMs) (Fig. 5b). To assess the role of macrophage-derived MMP3 in vivo, we reconstituted lethally irradiated WT recipient mice with either WT or *Mmp3*^*−/−*^ bone marrow cells to generate WT→WT and *Mmp3*^*−/−*^→WT bone-marrow chimeras. After recovery, mice were exposed to gain-of-function PCSK9 AAV prior to Ang II infusion (Supplementary Figure 3a). Unexpectedly, we did not observe any difference neither in the incidence nor in the severity of AAA between WT→WT and *Mmp3*^*−/−*^→WT groups (Fig. 5c, Supplementary Figure 3b). Similarly, although maximum vessel diameter increased gradually weekly, no difference in vessel enlargement was detected between WT→WT and *Mmp3*^*−/−*^→WT groups (Fig. 5d). These data suggested that although netrin-1 could induce the activity of MMP3 in macrophages in vitro, the deletion of MMP3 in the myeloid lineage was insufficient to confer protection against AAA in vivo.

**Fig. 5:**
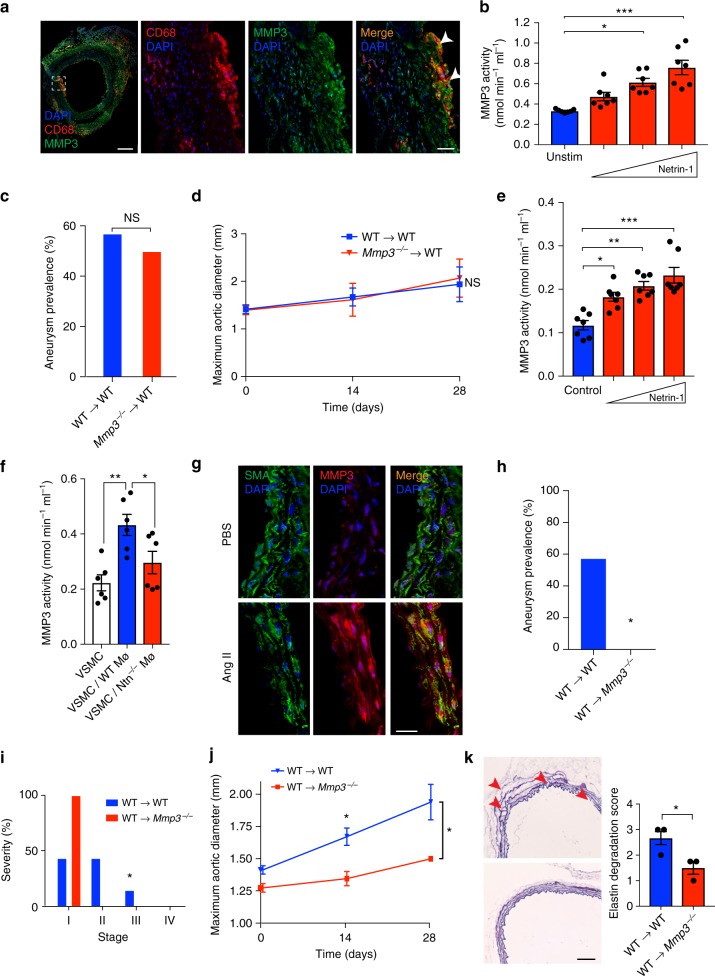
MMP3 contributes to AAA. **a** Representative immunofluorescence staining of CD68, MMP3 and their colocalization (merge, yellow) in *ApoE*^*−/−*^ mice aneurysmal aortic sections. Dashed box represents magnified area. Nuclei stained with DAPI (blue); scale bar 50 µm, except for left panel, scale bar 200 µm. **b** Quantification of MMP3 enzymatic activity in BMDMs stimulated with recombinant netrin-1 (left to right: 0.625, 1.25, and 2.5 µg/ml) for 6 h. *n* = 7. *P < 0.05, ***P < 0.001. Aneurysm prevalence (**c**) and aortic diameter (**d**) of bone marrow transplant WT→WT and *Mmp3*^*−/−*^→WT chimeras. MMP3 enzymatic activity in VSMCs stimulated with recombinant netrin-1 (**e**) (left to right: 0.625, 1.25, and 2.5 µg/ml, *n* = 7 per group) or cultured in presence or absence of WTMø (blue) or *Ntn1*^*−/−*^Mø (red) (**f**) (*n* = 6 per group). *P < 0.05, **P < 0.01. **g** Immunofluorescence staining of MMP3 (red) and alpha-smooth muscle actin (SMA, green) in aortic sections of *ApoE*^*−/−*^ mice infused with PBS or Ang II. Colocalization is shown in merge (yellow). Nuclei stained with DAPI (blue). Scale bar 50 µm. Aneurysm prevalence (**h**), severity stratification (**i**) (WT→WT, *n* = 13 and WT→*Mmp3*^*−/−*^, *n* = 4. *P < 0.05) and aortic diameter (**j**) of WT→WT (*n* = 7) and WT→*Mmp3*^*−/−*^ (*n* = 4) chimeras. *P < 0.05. **k** Elastin content (Verhoeff–Van Gieson staining) and degradation score. Red arrowheads indicate points of elastin rupture. Scale bar 100 µm. *n* = 3 per group. *P < 0.05. One-way ANOVA was used to assess statistical significance in **b** and **e**. Two-sided Fisher’s exact test was used to compare variables in **c** and **h**. Data in **d** and **j** were analyzed by two-way ANOVA. Unpaired, two-tailed *t*-test was used for statistical analysis in **f**, **i**, and **k**. Error bars represent s.e.m

### Vascular smooth muscle cell-derived MMP3 aggravates AAA

*Mmp3*^*−/−*^ mice were protected against AAA. Conversely, mice with specific MMP3 deficiency in myeloid cells developed AAA. We therefore speculated that MMP3 expression by resident vascular cells within the arterial wall might contribute to the development of AAA. Stimulation of endothelial cells or fibroblasts with increasing concentrations of recombinant netrin-1 did not increase the activity of MMP3 (supplementary Figure 3e, f). However, exposure of murine primary VSMCs to recombinant netrin-1 significantly induced the enzymatic activity of MMP3 in a dose-dependent way (Fig. 5e). Notably, the co-culture of activated WT macrophages with VSMCs in transwell assays promoted MMP3 activity in VSMCs. Similar assays in the presence of *Ntn1*^*−/−*^ Mø abrogated MMP3 activity in VSMCs (Fig. 5f). These data suggested that macrophage-derived netrin-1 could induce MMP3 activity in VSMCs. Interestingly, immunofluorescence of AAA sections revealed a distinct MMP3 expression pattern in VSMCs (Fig. 5g). We henceforth investigated whether VSMCs-derived MMP3 could contribute to the pathogenesis of AAA. Since no MMP3 conditional mice is commercially available, we reconstituted MMP3^−/−^ recipient mice with bone marrow cells isolated from WT mice to generate WT→*Mmp3*^*−/−*^ or WT→WT chimeras in order to delete MMP3 only in cells from non-hematopoietic origin, including VSMCs. After bone marrow transplantation recovery period, WT→*Mmp3*^*−/−*^ and control WT→WT mice were exposed to gain-of-function PCSK9 AAV prior to Ang II infusion. The absence of MMP3 in stromal compartment completely protected WT→*Mmp3*^*−/−*^ animals from developing AAA compared to WT→WT mice (Fig. 5h) albeit no difference in systemic blood pressure (Supplementary Figure 3c). WT→*Mmp3*^*−/−*^ exhibited mild stages of the disease in agreement with reduced aortic enlargement (Fig. 5i) (Supplementary Figure 3d). The aortic diameter was also significantly reduced in WT→*Mmp3*^*−/−*^mice as opposed to WT→WT littermates (Fig. 5j). Consistent with these observations, the deletion of MMP3 in the stromal compartment preserved healthy elastin fibers (Fig. 5k). Altogether, our data point out to the instrumental role of macrophage-derived netrin-1 in driving MMP3 catalytic activity in VSMCs.

### Netrin-1 fine tunes calcium influx to activate MMP3 in VSMCs

We further delved into the molecular mechanisms regulating netrin-1-dependent effects on MMP3 in VSMCs. 

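Calcium signalling genes went both ways between the aortas of Ntn1-/- and WT chimeras. Of 46 genes of calcium handling and signalling, 29 had higher and 17 lower estimates in Ntn1-/- chimeras, and the list was not called (adjusted p = 0.315 from limma's camera). The phospholipases Plcb4 and Plcg1 had log2 fold changes of 1.00 (standard error 0.41) and 0.39 (standard error 0.10), and the angiotensin receptor gene Agtr1a of 0.55 (standard error 0.22). Orai1, the pore of store-operated calcium entry, was at 475 ± 56.1 normalized reads in Ntn1-/- and 603 ± 17.3 in WT chimeras (SD, n = 4 each). Of 18 genes of calcineurin and NFAT, 12 had higher and 6 lower estimates (adjusted p = 0.371 from limma's camera). Rcan1, an inhibitor of calcineurin that NFAT induces, had a log2 fold change of -0.56 (standard error 0.14), Ppp3cb, a catalytic subunit of calcineurin, of 0.30 (standard error 0.11) and Nfatc3 of 0.20 (standard error 0.08). Neo1, the receptor neogenin-1, had a log2 fold change of 0.06 (standard error 0.23), and its direction turned in 6 alternatives, among them the fit without Ntn1-/- replicates B and C, at -0.06. The calcium list was called in 1 of 30 alternatives, with a clock phase covariate chosen after the data were seen (adjusted p = 0.0324, range 0.0324 to 0.885). After the offset for gene length and GC content both lists had negative medians, -0.0074 and -0.06. No gene of either list passed limma's test over all genes or adjusted over the list alone. DESeq2 called Plcg1 (adjusted p = 0.0250) and Rcan1 (adjusted p = 0.0331). The pathway that the authors' deposited table names calcium signaling lists 9 genes, 6 with higher and 3 with lower estimates. The largest estimates were those of the receptor genes Chrnb4 (1.82), Chrna3 (1.66) and Htr3a (1.48), and the lowest that of Rcan1 (-0.56). The authors chose the listed genes for their difference between these libraries, so that their direction is no independent evidence.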

The decoding of the sequenced RNA-Seq library through pathway enrichment predicted a crosstalk between netrin-1 and calcium signaling in conjunction with MMP3 expression (Supplementary Figure 2b). Notably, calcium (Ca^2+^) is a critical co-factor necessary for the activation of the catalytic subunit of MMP3^35^. Because excessive secretion of extracellular matrix degrading enzyme can be due to intracellular accumulation of Ca^2+^, we questioned whether netrin-1 could impact the availability of Ca^2+^. We found that netrin-1 potently and rapidly induced an intracellular Ca^2+^ wave in VSMCs as tracked by excitation emitted by the Ca^2+^-sensitive FURA-2-fluorescent dye (Fig. 6a). Similar experiments in the presence of Ca^2+^-free media abrogated the boost of intracellular Ca^2+^ suggesting that exogenous netrin-1 could regulate the mobilization of extracellular pools of Ca^2+^. Accordingly, stimulation of VSMCs with netrin-1 in the presence of the Ca^2+^ chelator, 1,2-bis(o-aminophenoxy) ethane -N,N,N′,N′-tetraacetic acid (BAPTA) blunted the induction of MMP3 activity (Fig. 6b). Immunofluorescence of murine and human VSMCs following netrin-1 stimulation revealed the nuclear translocation of NFATc3, a transcription factor previously described to regulate MMP3 expression in astrocytes^35^. The staining pattern was reversed in the presence of BAPTA suggesting that netrin-1-induced NFATc3 nuclear translocation is dependent on Ca^2+^ (Fig. 6c). Importantly, netrin-1-induced MMP3 catalytic activity was totally abrogated in the presence of NFATc3 inhibitor, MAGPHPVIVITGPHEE (VIVIT) peptide (Fig. 6d). Altogether these findings suggested the central role for netrin-1 in driving MMP3 activity by synchronizing Ca^2+^ signaling in VSMCs.

**Fig. 6:**
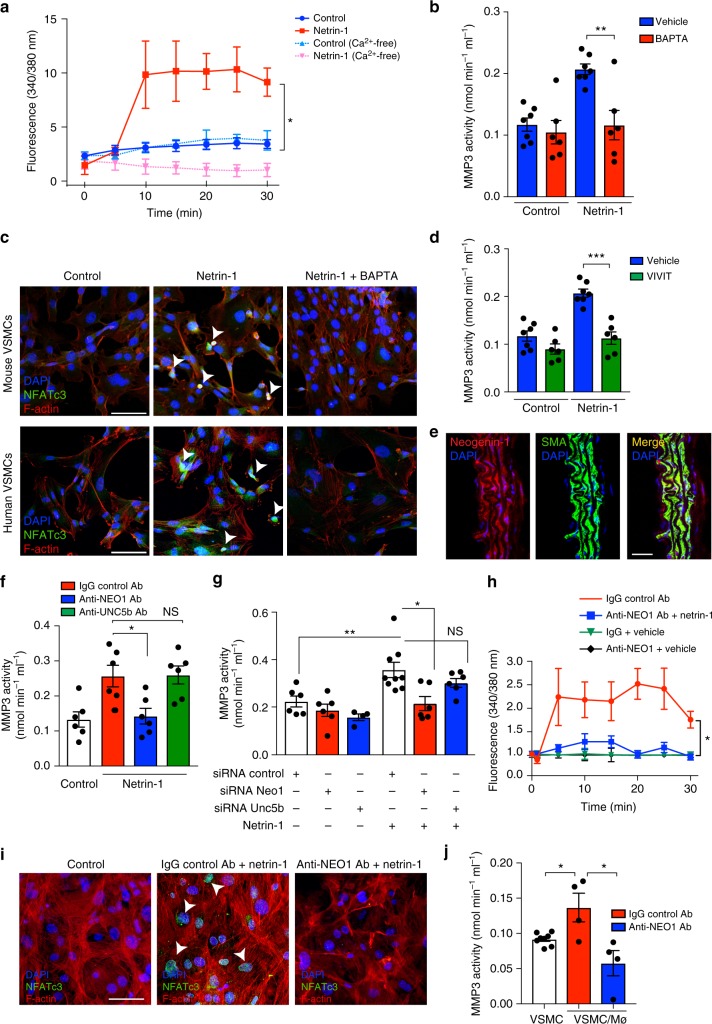
Netrin-1 mobilizes Ca^2+^ and drives MMP3 activity in vascular smooth muscle cells via its receptor neogenin-1. **a** Calcium integration curves in VSMCs stimulation as indicated. Data are expressed as 340/380 nm excitation ratio. *n* = 4. *P < 0.05. **b** MMP3 activity in murine VSMCs stimulated with netrin-1 in the presence or absence of calcium chelator BAPTA (10 µM). *n* = 6–7 per group. **P < 0.01. **c** NFATc3 (green) and actin (F-actin, red) immunofluorescence staining in mouse VSMCs (top panel) or human VSMCs (lower panel) stimulated with netrin-1 (2.5 µg/ml) with or without BAPTA. White arrowheads indicate nuclear location, *n* = 4. Scale bars 20 µm. **d** MMP3 activity in mouse VSMCs stimulated with netrin-1 in the presence or absence of NFATc3 inhibitor, VIVIT (1 µM). *n* = 6–7 per group. ***P < 0.001. **e** Immunofluorescence staining of neogenin-1 (NEO-1, red) and alpha-smooth muscle actin (SMA, green) in aortic sections of *ApoE*^*−/−*^ mice. Colocalization is shown in merge. Nuclei stained with DAPI (blue). Scale bar 50 µm. **f** MMP3 activity in VSMCs stimulated with recombinant netrin-1 in the presence of control IgG, anti-NEO1, or anti-UNC5B neutralizing antibody (10 µg/ml). *n* = 6 per group. *P < 0.05, NS not significant. **g** MMP3 activity in VSMCs transfected with siRNA control, Neo1 or Unc5b and stimulated with recombinant netrin-1. *n* = 4–9 per group. *P < 0.05, **P < 0.01, NS = not significant. **h** Calcium integration curves in VSMCs stimulated as indicated. Data are expressed as 340/380 nm excitation ratio. *P < 0.05. **i** NFATc3 and F-actin immunofluorescence staining of VSMCs stimulated with netrin-1, in the presence of control IgG or anti-NEO1 blocking antibody. White arrowheads indicate nuclear translocations. Scale bar 20 µm. **j** MMP3 enzymatic activity in VSMCs co-cultured with WTMø in the presence of control IgG or anti-NEO1 antibody. *n* = 4–8 per group. *P < 0.05. Two-way ANOVA was used to assess statistical significance in **a** and **h**. Unpaired, two-tailed *t*-test was used for statistical analysis in **b**, **d**, **f**, **g**, and **j**. Error bars represent s.e.m

### Netrin-1 regulates MMP3 via its receptor neogenin-1 in VSMCs

We have previously demonstrated that neogenin-1 is the primary receptor for netrin-1 expressed by VSMCs^21^. Here, we tested whether netrin-1 could regulate MMP3 expression via  neogenin-1. Immunoflurescence staining revealed a colocalized expression of neogenin-1 and VSMCs in murine aortic sections (Fig. 6e). MMP3 activity was increased in VSMCs stimulated with recombinant netrin-1 but not in cells pretreated with anti-neogenin-1 blocking antibody. The exposure of VSMCs to anti-Unc5b, another reported receptor of  netrin-1, did not abrogate netrin-1-induced MMP3 activity compared to cells exposed to IgG control (Fig. 6f). We validated these results by a second method of neogenin-1 invalidation by siRNA-mediated approach. Stimulation of VSMCs with recombinant netrin-1 induced the activity of MMP3 in VSMCs exposed to non-targeting scrambled siRNA (siRNA control) while the silencing of neogenin-1, not *Unc5b*, abrogated the activity of MMP3 in the presence of recombinant netrin-1 (Fig. 6g). These data suggested that the selective activation of neogenin-1 by netrin-1 triggers signaling cascades required to activate MMP3. Notably, netrin-1-induced intracellular Ca^2+^ wave in VSMCs was blunted in VSMCs exposed to anti-neogenin-1 blocking antibody (Fig. 6h). The nuclear translocation of the transcription factor NFATc3 induced by netrin-1 was refrained in cells exposed to neogenin-1 blocking antibodies (Fig. 6i). To demonstrate that macrophage-derived netrin-1 could regulate MMP3 via neogenin-1 in VSMCs, we performed co-culture assays between macrophages and VSMCs in transwells. MMP3 activity was increased in VSMCs co-cultured with activated macrophages, while it was significantly reduced in VSMCs exposed to anti-neogenin-1 blocking antibody (Fig. 6j). Taken together, we have identified that netrin-1 secreted by macrophages can act as a central catalyzer of MMP3 activity via neogenin-1 activation in VSMCs.

## Discussion

Our results have uncovered dynamic mechanisms that bridge sustained inflammation and focal ECM erosion in the AAA sac and identified netrin-1 as an instrumental signal in perpetuating this destructive response as illustrated in the supplementary schematic (Supplementary Figure 4).

Netrin-1 regulated intracellular calcium flux in VSMCs. This finding has not yet been described and is important as calcium is a key cofactor necessary to maintain cellular homeostasis^36,37^ in the vascular wall. This is in accordance with studies that initially uncovered the role of netrin-1 in the neuronal system^38^. Notably, netrin-1 could induce calcium by mobilizing intracellular stores, a mechanism required for axonal branching^39^. Despite that some reports have evoked aberrant calcium signaling in AAA, the direct role of calcium in the focal activation of MMP3 was undescribed so far. Our data provide evidence that netrin-1 can direct the extracellular calcium influx into VSMCs as calcium measurements performed in the presence of calcium-free media completely blunted netrin-1-induced signal. Interestingly, aberrant calcium regulation which leads to calcium depots has been described to be causative in vascular diseases such as atherosclerosis^40^ and Marfan syndrome^41^. In the latter, extensive elastin fragmentation was shown to manifest in areas enriched in microcalcification^42^. Future studies are required to uncover the exact molecular signaling pathways through which netrin-1 can exert such effects on the import of calcium in cells. Notably, it is likely that netrin-1 could synchronize intracellular pools of calcium that might orchestrate VSMCs function in a broad spectrum. Interestingly, emerging reports have described the plasticity of VSMCs within injured aortic tissues^43^. VSMCs can deviate from their original contractile phenotype and adopt a macrophage-like secretory hybrid role. This is tightly dependent on the microenvironment. VSMCs can also inherit enhanced contractile potential such as those isolated from mice with Marfan syndrome^44^. Our results indicate that the exposure of VSMCs to netrin-1, robustly drive calcium signaling critical for the proteolytic activity of MMP3.

Consistent with other studies, increased MMP3 expression has been described in AAA^45^. Elevated levels of MMP3 can be attributable in part to the influx of activated inflammatory cells including monocytes/macrophages within the aneurysmal tissue^46^. Depletion of these phagocytic cells dampened enzymatic activities in the diseased portion of the aorta^18,47^. Our results demonstrate that netrin-1 induced MMP3 activity specifically in VSMCs but not in endothelial cells nor in fibroblasts. This can be explained by the uneven distribution of the receptor of netrin-1, neogenin-1 in vascular cells. As such, our data indicate that the activation of neogenin-1 expressed by VSMCs leads to intracellular Ca^2+^/NFATc3 mobilization responsible to regulate MMP3 catalytic activity. Furthermore, besides MMP3 uncontrolled catalytic activity in AAA, independent studies have uncovered that the gene encoding MMP3 bears a functional polymorphism characterized by adenosine number (5A/6A) in the promoter region^48,49^ and represent independent risk factors for AAA^50^, further emphasizing the involvement of this enzyme in the pathogenesis of AAA. However, the direct role of MMP3 in AAA was not addressed so far in the gold-standard Ang II-infused murine model. Amidst the investigation of the role of MMP3 in atherosclerosis, Lijnen et al showed that the deletion of MMP3 in *ApoE*^*−/−*^ mice exposed to high cholesterol diet reduced features of aortic damage, but did not protect against lesion development^51^. These findings are in agreement with our results demonstrating that the deletion of MMP3 in AAA-prone mice reduced arterial damage associated with AAA development.

The current dogma generally supports the paradigm that inflammatory cells might contribute to AAA by promoting the exaggerated activity of MMPs causative of significant vascular injury precipitating to aortic expansion and rupture^18^. However, the role of these enzymes was studied secondary to the manipulation of immune subsets shadowing the contribution of other stromal cells within the AAA sac. Notably, recent concepts depicting the role of MMPs in directing inflammatory signals have emerged^52–54^ suggesting that vascular cells producing MMPs might also impact local inflammation. Our data surmise that macrophages synergize with VSMCs to shape ECM breakdown unrestrictedly most likely by obstructing mechanisms responsible for the repair of ECM. Noteworthy, pharmacological suppression of MMPs such as doxycycline therapies resulted not only in reduced aortic MMP3 expression but also dampened the inflammatory response in a clinical cohort^55^ raising the question of whether the contribution of inflammation to AAA is secondary to vascular injury or whether it is the origin of sequences that converge to damage in AAA. Interestingly, in experimental models of AAA, doxycycline administration failed to refrain the progression of established AAA^56^ suggesting that additional factors contribute to the initiation of the disease. Our data provide insights of how macrophages that invade AAA leave an imprint of their presence within the arterial scar which is causative to the timely and sustained activation of MMP3. This is strongly supported by our results demonstrating that the absence of MMP3 in macrophages is insufficient to protect against AAA in contrast to the impact of netrin-1 deficiency in macrophages. However, our in vitro data supported that netrin-1 could direct MMP3 activity in macrophages. While the reasons for these discrepant findings are unclear, they may be explained because in *Mmp3*^*−/−*^→WT bone-marrow chimeras, VSMCs might compensate for the loss of MMP3 in macrophages henceforth masking the protective effect of macrophage-derived MMP3 in *Mmp3*^*−/−*^→WT bone-marrow chimeras. Furthermore, MMP3 can act as an upstream activator of other MMP isoforms including MMP9^57,58^. Interestingly, studies have highlighted the deleterious role of macrophage-derived MMP9 in AAA^59,60^. Therefore, MMP3 produced by VSMCs could contribute to enhance macrophage-induced ECM degradation even though the latter are refractory to MMP3 expression. We can therefore speculate that macrophages recruited to the site of aortic trauma might serve as an initial damage trigger which eventually perpetuates into chronic MMP3 catalytic signals following VSMCs activation by netrin-1.

Taken together, our study provides important mechanistic evidence of how macrophage-derived netrin-1 can impact focal MMP3 activation. We anticipate that interventions to disrupt such crosstalks might be the cornerstone of therapeutic strategies for future drug development in the setting of AAA.

## Methods

### Mice

C57BL/6J (WT), LysMcre and *ApoE*^*−/−*^ mice were purchased from Jackson Laboratories. *Ntn1*^+/−^ mice were bred with *ApoE*^*−/−*^ to generate *Ntn1*^+/+^*ApoE*^*−/−*^ and *Ntn1*^−/−^*ApoE*^*−/−*^ donors. Fetal liver cells (2 × 10^6^) from donor mice were injected intravenously into 6−week-old recipient *ApoE*^*−/−*^ mice that were lethally irradiated (two exposures of 600 cGy) followed by antibiotic treatment. Reconstituted mice were allowed to recover for 6 weeks before experimentation. LysMcre^+/−^ mice were bred with *Ntn1*^flox/flox^ mice (provided by Dr. Holger Eltzschig) to generate LysMcre^+/−^*Ntn1*^flox/flox^ mice to delete *Ntn1* in LysMcre positive lineage. *Ntn1*^flox/flox^ littermates were used as experimental controls. MMP3-deficient (*Mmp3*^*−/−*^) mice on C57BL/6J background were purchased from Taconic Biosciences. Lethally irradiated C57BL/6 J mice were reconstituted with either C57BL/6J or *Mmp3*^*−/−*^ bone marrow cells following lethal irradiation to generate WT→WT and *Mmp3*^*−/−*^→WT chimeras. For stromal deletion of MMP3 studies, *Mmp3*^*−/−*^ mice were used as recipient and transplanted with bone marrow cells from C57BL/6J to generate WT→*Mmp3*^*−/−*^ chimeras. All mice were maintained in a pathogen-free facility. C57BL/6J mice were fed a standard chow or Western diet (WD; 21% [wt/wt] fat, 0.3% cholesterol; Research Diets). When applicable, mice were distributed randomly in each group and sample size has not been predetermined by statistical method. Mice dying before sacrifice with no signs of aortic pathology were excluded from the analyses. Experimental procedures were approved and completed in accordance with guidelines set forth in the US Department of Agriculture Animal Welfare Act, the Public Health Service Policy for the Humane Care and Use of Laboratory Animals and the New York University School of Medicine’s Institutional Animal Care and Use Committee.

### Human samples

The studies were approved and conducted in accordance with policies of the New York University Langone Medical Center Institutional Review Board. Informed consent was obtained for each subject. Samples of unruptured human aneurysmal (>50 mm) aortic wall were collected during open aortic repair procedures. After orientation of the tissue following macroscopic analysis, samples were formalin-fixed and paraffin-embedded prior to sectioning. For laser capture microdissection, frozen serial sections were stained for CD68 and CD206 to identify CD68^+^CD206^−^ and CD68^+^CD206^+^ macrophage regions, respectively. CD68^+^CD206^−^ and CD68^+^CD206^+^ enriched unstained 18 µm sections were isolated from the appropriate areas on CapSure Macro LCM Caps using an ArcturusXT Microdissection Instrument (MDS Analytical Technologies) and processed immediately for RNA extraction with the PicoPure RNA Extraction Kit (KIT0204, MDS Analytical Technologies). RNA integrity was checked on an Agilent 2100 Bioanalyzer (Agilent Technologies) with RNA Pico Chips (Agilent Technologies) and amplified 2 rounds through the ExpressArt Trinucleotide mRNA amplification Nano Kit (7299-A15, AMS-Biotechnology) before retro-transcription^27^.

### AAA induction in mice

Alzet osmotic pumps (model 2004; 0000298, Durect Corporation) were loaded with PBS or angiotensin II (H-1705, Bachem) and implanted subcutaneously for a delivery rate of 1 μg/kg/min for 28 days as previously described^15^. Blood pressure was monitored weekly by tail cuff using the CODA machine (Kent Scientific Corporation), and aneurysm progression was assessed by ultrasound Doppler imaging. At sacrifice, macroscopic evaluation of the aorta was used to grade the severity of AAA^26^. Enlarged aorta without thrombus and dilated aorta that frequently contained thrombus was scored as stages I and II, respectively. Stage III categories included bulbous aortas with visible thrombus and stage IV was defined as multiple aneurysmal containing thrombus. Prior to aneurysm induction, 6–8-week-old mice were injected with 10^11^ genomic copies of either PCSK9 or control AAV based on the study of Daugherty et al.^30^ and fed a Western diet as described above until sacrifice.

### Ultrasound imaging

A Vevo 2100 ultrasound imaging platform (FUJIFILM VisualSonics) was utilized throughout the study. After sedation, mice were placed on a heating pad and kept on sedation throughout the procedure. Body temperature and cardiac pace were monitored. Mice were placed on an electric-heated blanket to maintain normothermia and continuously delivered a gas inhalation of two percent isoflurane. Heart rate was monitored throughout image acquisition and kept at a consistent range (400–500 beats per minute) as previously described^61–63^, and provided reproducible results for all experimental groups. Mice abdomen were shaved and Aquasonic 100 ultrasound transmission gel (NC9861677, Parker Laboratories) was added to increase probe contact. All images were acquired using the settings provided by the manufacturer. The probe was first applied on short axis to locate the aorta, and the pulsatile property of the vessel was used to distinguish from the vena cava (PW mode). The aorta was then centered and the probe switched to the long axis. Color mode Doppler was then activated to help localize the two renal arteries, displaying a red blood flow toward the probe on the screen. The probe was moved until the aorta was strictly parallel to the device in order to acquire measurements of the aortic diameter. Three measurements were performed by a blinded investigator on the long axis (M mode): above the upper renal artery, on maximal aortic dilation, and below the lower renal artery. Data for the maximal transverse aortic diameter is shown for individual animals.

### RNA sequencing

RNA was extracted from aortas using the RNEasy fibrous tissue kit as per manufacturer’s instructions (74704, Qiagen). RNA quality was verified using a Bioanalyzer (G2939BA, Agilent Technologies). The samples were run on a HiSeq (Illumina) as single-end reads, 50 nucleotides in length. FASTQ files were aligned to the MM9 Mus musculus reference genome using Tophat (version 2.0.9) with two mismatches allowed. The resulting read counts were extracted using the Featurecounts program from binary alignment map (BAM) files. Differential gene expression analysis was conducted using the DESEQ2 package from the Bioconductor repository using the open source R statistical programming environment. All downstream data manipulation, plotting, and statistical filtering were also performed in the same environment using custom scripts. *P* values attained from differential gene expression analysis were adjusted for multiple testing by controlling for false discovery using the Benjamini-Hochberg method and genes with adjusted *P* values < 0.05 were flagged as differentially expressed then used for Gene Set Enrichment Analysis (GSEA). GSEA was performed using the DAVID Bioinformatics Resource (version 6.8) to elucidate relevant biological significance.

### Single-cell RNA-sequencing

Aortas were collected and digested for 1 h at 37 °C in an enzymatic mix (10 mg/ml Collagenase type II (C6885, Sigma Aldrich) and 1 mg/ml Elastase (LS002292, Worthington Biochemistry). Digested aortas were mechanically disrupted and immediately processed for single-cell RNA-sequencing. The cellular suspensions were loaded on a 10x Genomics Chromium instrument to generate single cell gel beads in emulsion (GEMs). Libraries were prepared using the following kits: Chromium Single Cell 3′ Library & Gel Bead Kit v2, PN-120237; Single Cell 3′ Chip Kit v2 PN-120236 and i7 Multiplex Kit PN-120262, 10x Genomics) as described^64^. Sequencing was performed on an Illumina HiSeq 4000 as 2 x 150 paired-end reads, one full lane per sample, for approximately >90% sequencing saturation. For alignment, barcode assignment and unique molecular identifiers (UMI) counting, the Cell Ranger Single Cell Software Suite, version 1.3 was used to perform sample de-multiplexing, barcode and UMI processing, and single-cell 3′ gene counting (https://support.10xgenomics.com/single-cell-gene). Data analysis was performed using the Loupe Cell Browser software (10x Genomics) on Cloupe files displaying *t*SNE projections of cell transcriptome. Cell types were identified by their expression levels of gene provided that at least two copies of the transcript were found in the cell (cutoff: log_2_ fold-increased copies = 1 vs 1 copy only per cell) (Supplementary Table 1). Loupe Cell Browser was then used to compare the transcriptome of each identified cluster corrected for false discovery rates, as applied in RNA sequencing. The expression of transcripts within macrophage clusters identified as *Ntn-1* positive or negative subclusters are provided in supplementary Table 2.

### Real-time quantitative PCR

Samples were homogenized in TRIzol reagent (15596026, Ambion, Life Technologies) and mRNA was extracted using a Direct-zol RNA MiniPrep Kit (R2052, Zymo Research). Retro-transcription in cDNA was performed with the iScript cDNA Synthesis Kit (1708890, Bio-Rad). Quantitative real-time PCR was then carried out with KAPA SYBR FAST qPCR Kits (KK4602, KAPA Biosystems) on a QuantStudio 3 Real-Time PCR System (Applied Biosystems) in triplicates. Results were analyzed and fold change over housekeeping gene were calculated by the comparative cycle method (2^−ΔΔCt^).

Primer sequences used:

Mouse *28S*: F TGGGAATGCAGCCCAAG, R CCTTACGGTACTTGTTGACTATCG

Mouse *Ntn1*: F CAGCCTGATCCTTGCTCGG, R GCGGGTTATTGAGGTCGGTG

Mouse *Adgre1*: F CCCCAGTGTCCTTACAGAGTG, R GTGCCCAGAGTGGATGTCT

Mouse *Ccl2*: F TTAAAAACCTTGGATCGGAACCAA, R GCATTAGCTTCAGATTTACGGGT

Mouse *Il6*: F CCAAGAGGTGAGTGCTTCCC, R CTGTTGTTCAGACTCTCTCCCT

Mouse *Mmp3*: F GTCCCTCTATGGAACTCCCAC, R AGTCCTGAGAGATTTGCGCC

Human *28S*: F TGGGAATGCAGCCCAAG, R CCTTACGGTACTTGTTGACTATCG

Human *MRC1*: F CGAGGAAGAGGTTCGGTTCAC C, R GCAATCCCGGTTCTCATGGC

Human *IL1B:* F AGCTCGCCAGTGAAATGATGG, R CAGGTCCTGGAAGGAGCACTTC

Human *NTN1*: F ACAACCCGCACAACCTGAC, R GGGACAGTGTGAGCGTGAC

### Cell culture

Mice femurs and tibias were collected and the bone marrow was flushed and differentiated into primary BMDMs. Cells were cultured for 7 days in DMEM (MT10013CV, Fisher Scientific) supplemented with 10% Fetal Bovine Serum (FBS; 10082147, Life Technologies),1% penicillin–streptomycin (PS; 30-002-CI, Corning) and 20% L-929-conditioned media. After differentiation, BMDMs were stimulated as indicated in results. Mouse primary vascular smooth muscle cells (VSMCs) were isolated from the descending section of freshly dissected aortas. After dissection and removal of the peri-adventitial fat, aortic samples were digested for 10 min at 37 °C in enzymatic mix (10 mg/ml type II collagenase, C6885, Sigma Aldrich and 1 mg/ml elastase, LS002292, Worthington Biochemistry). The adventitia was gently removed under a dissecting microscope and the remaining tissue was digested for 50 additional minutes in the enzymatic mix. Digested aortas were then mechanically disrupted and passed through a 70 µm cell strainer (340607, BD Biosciences). Cells were then cultured in DMEM-10%FBS-1%PS and used for experiments as previously described^65^. VSMCs lineage was confirmed by the presence of immunoreactivity for α-actin by flow cytometry (Alexa Fluor 405 anti-alpha smooth muscle actin; ab210128, Abcam). Human primary vascular smooth muscle cells (CRL-1999^TM^, ATCC) and mouse embryonic fibroblasts (CRL-2991^TM^, ATCC), were purchased from the American Type Culture Collection and cultured according to manufacturer’s instruction. For subculturing, mycoplasma contamination was tested by a commercially available kit (M7006, Invitrogen) as per the manufacturer’s instructions.

Pharmacological inhibitors, VIVIT (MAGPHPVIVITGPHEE peptide, #3905, Tocris Biosciences) or BAPTA (B1205, Invitrogen), were added 30 min prior netrin-1 stimulation. In some assays, neutralizing antibodies, goat anti-neogenin-1 antibody (AF1079-SP, R&D Systems), goat anti-Unc5b antibody (AF1006-SP, R&D Systems) or goat IgG control (AB-108-C, R&D Systems) were added 30 min prior to stimulations. To ensure reproducibility, three technical replicates were performed each time on at least two biologically different cell lines.

For co-culture experiments, BMDMs from WT or *Ntn1*^flox/flox^LysMcre^+/−    ^Ntn1 mice (10^5^ cells) were cultivated on top chamber of transwell inserts, in 200 µl DMEM 2% FBS. Mouse WT VSMC were seeded in the lower chamber of Corning™ Transwell™ Multiple Well Plate with Permeable Polycarbonate Membrane Inserts (07-200-147, ThermoFisher), 10^5^ cells/well in 500 µl DMEM 10% FBS, and allowed to adhere overnight. BMDM/VSMC were then co-cultured for 24 h and VSMC were lysed in 50 µl RIPA buffer (without protease inhibitor) and assayed for Mmp3 activity.

To knock down neogenin-1 and Unc5b, VSMCs were transfected with siRNA targeting neogenin-1 (Neo 1 siRNA SASI_Mm02_00291095, Sigma Aldrich) or Unc5b (E-050737-00-0005, Dharmacon, SMARTpool) using siRNA reagent system (sc-45064, Santacruz Biotechnology) as per manufacturers’ instructions. A non-targeting siRNA-scrambled sequence was as control (SC-37007, Santacruz Biotechnology).

### MMP3 activity assay

MMP3 activity in cells and homogenized aortic tissue was assessed using the MMP3 Activity Fluorimetric Assay Kit (K783–100, Biovision), following the manufacturer’s instruction. Data were expressed as the amount of enzyme generating 1 µmol of fluorescent substrate per minute per milliliter of sample (nmol/min/ml).

### Flow cytometry

Aortic cell suspensions were prepared as described above. Digested aortas were then mechanically disrupted and passed through a 70 µm cell strainer (340607, BD Bioscience), centrifuged 10 min at 1000 × *g* at room temperature and fixed in 300 µl PBS-2%PFA before further staining. A volume of 50 µl of aortic cell suspension was then stained for 20 min with an antibody mix consisting of VioGreen^TM^ anti-CD45 (130-102-412, Miltenyi biotechnology) PE-Vio770 anti-F4/80 (130-102-193, Miltenyi biotechnology) and APC anti-CD11b (130-091-241, Miltenyi biotechnology), 1:50 dilution each, resuspended in 500 µl of PBS-1%PFA, ran on a BD LSRII flow cytometer (Becton Dickinson) recorded using the FACSDiva software (Becton Dickinson) and acquired data were analyzed using the FlowJo software (FlowJo, LLC). Doublets were excluded on a FSC-A/FSC-H dot plots. Leukocyte population, which served as a stopping gate (5000 events recorded in the stopping gate), was identified as CD45 positive cells on a FSC-A/CD45 dot plots. Macrophage population within leukocytes was identified as a CD11b^+^F4/80^+^ populations on a CD11b/F4/80 plots (on average, 500 (for the PBS-infused mice) to 2500 (for the Ang II-infused mice) macrophages were recorded).

### Immunohistochemical staining

Mice aortas were included in Optimal Cutting Temperature Compound (OCT; 4585, Fisher Scientific) and 7-µm-thick sections were cut and fixed with 10% formalin buffer. Human paraffin-embedded aortas sections were deparaffinized and rehydrated by successive washes of xylene, xylene/ethanol (vol/vol), 100% ethanol, 95% ethanol, 70% ethanol and water. Antigen retrieval was performed by boiling in 10 mM Tris, 1 mM EDTA, 0.05% Tween20, pH9 retrieval buffer. Sections were then blocked before overnight incubation of primary antibodies: chicken anti-Mouse/human netrin-1 (ab39370, Abcam), rat anti-Mouse CD68 (MCA1957, Bio-Rad), mouse anti-Human CD68 (MCA5709, Bio-Rad), rabbit anti-mouse/human MMP3 (ab53015, Abcam), goat anti -mouse neogenin-1 (AF1079, R&D Systems) or anti-mouse alpha-smooth muscle actin (ab7817, Abcam) (1:500 dilution each). Secondary fluorescent antibodies (Alexa Fluor 488 goat anti-mouse, A11001, Alexa Fluor 568 goat anti-mouse, A11004, Alexa Fluor 488 goat anti-rabbit, A11008, Alexa Fluor 568 goat anti-rabbit, A11011, Alexa Fluor 568 goat anti-rat, A11077, Alexa Fluor 568 donkey anti-goat, A-11057, Alexa Fluor 488 goat anti-chicken, A11039, 1:400 dilution each, Invitrogen) were then applied for detection. VSMCs were seeded directly on Lab-Tek chamber slides (154534, Thermo Fisher Scientific), 5 × 10^5^ cells/well in complete DMEM. Following netrin-1 (1109-N1, R&D Systems) stimulation (2.5 µg/ml), cells were fixed in ice-cold 2% buffered formalin, blocked and permeabilized before incubation with primary mouse anti-NFATc3 antibody (1:200 dilution; SC-8405, Santa Cruz Biotechnology). Secondary fluorescent Alexa-Fluor 488 goat anti-mouse antibody (1:500 dilution; A11001, Invitrogen) was then applied for detection. 4′,6-diamidino-2-phénylindole (DAPI, 1: 50,000; D1306, Invitrogen) was used for cell nucleus staining. Alexa-Fluor 568 phalloidin (1:40 dilution; A12380, Invitrogen) was used to stain actin cytoskeleton. Images were acquired using a Zeiss LSM 700 confocal microscope (Carl Zeiss) through the Zeiss Efficient Navigation (ZEN) software (Carl Zeiss). Identical acquisition parameters were set to capture control and test samples. Quantifications were performed on sections from three different animals without any prior setting modification. Levels of brightness and contrast were adjusted following identical modifications within each experiment. Scale bars are indicated on respective magnified images for each experiment.

For histochemical assays, 7 µm mice aortic sections included in OCT were stained for elastin figments using the Verhoeff Van Gieson Elastin stain set (25089-1, Astral Diagnostics) according to the manufacturer’s instructions. Seven micrometer human aortic sections were deparaffinized as aforementioned and hematoxylin-eosin (H&E) staining was performed by incubating the slides 1.5 min in eosin 515 LT (3801619, Leica Biosystems) and 2 min in hematoxylin 560 MX (3801575, Leica Biosystems).

### Western blotting

Samples were homogenized in RIPA buffer (98065; Cell Signaling Technologies). Forty micrograms of denatured proteins were loaded onto a 10% Mini-PROTEAN TGX gel (#456-8034, Bio-Rad) for SDS-PAGE. Proteins were transferred on PVDF membranes (#BR20160719, Bio-Rad) using a Trans-Blot Turbo Transfer System (Bio-Rad). Membranes were blocked and probed for netrin-1 (1:500 dilution; ab126729, Abcam) and GAPDH (1:1000 dilution; ab8245, Abcam). Secondary biotinylated antibodies goat anti-rabbit (1:5000 dilution; A0545, Sigma Aldrich) or goat anti-mouse (1:5000 dilution; A9917, Sigma Aldrich) were applied before revelation with Clarity Western ECL (#170-5060, Bio-Rad) and imaged on a ChemiDoc Imaging System (Bio-Rad). Uncropped blot images are shown in Supplementary Figure 6. Mean netrin-1 band intensity was measured with ImageJ and normalized over GAPDH mean band intensity.

### Calcium imaging

Mice primary VSMCs were seeded in 96-Well Clear Bottom Black Polystyrene Microplates (3603; Corning) at a density of 2 × 10^5^ cells/well. The cells were allowed to adhere for 24 h in complete DMEM medium at 37 °C and 5% CO_2_. Cells were then loaded for 30 min with Calcium tracker Fura-2 (1 μM; F1221, Thermo Fisher Scientific). Cells were washed and incubated for an additional 15 min in PBS. A volume of 100 µl of DMEM or DMEM without Calcium (21068028; Thermo Fisher Scientific) was then added to each well. Baseline fluorescence was acquired on a FlexStation 3® Multi-Mode Microplate Reader (Molecular Devices). Light emission was acquired at 550 nm following excitation at 340 (Calcium-bound Fura-2 max excitation peak) and 380 nm (Calcium-free Fura-2 max excitation peak). Recombinant mouse netrin-1 (1109-N1, R&D Systems) was then directly loaded to each well (final concentration 2.5 µg/ml), and changes in fluorescence max excitation peak were monitored for 30 min. Data were expressed as the ratio of values captured at 340 nm and 380 nm wavelengths (340/380 ratio).

### Statistical analysis

Categorical data are presented as percentages. Continuous variables are shown as the means±s.e.m. Two-tailed, unpaired Student’s *t*-test was used to compare two groups of continuous data. Comparisons among more than two independent groups were analyzed by one-way or two-way analysis of variance (ANOVA), followed by Tukey or Dunnett multiple comparison tests when appropriate. Two-sided Fisher’s exact test has been used to compare categorical variables. Linear regression was computed for two-variable correlation. Goodness of fit and 95% interval bands are as indicated. Statistical significance of Kaplan-Meier survival curves was assessed with a Mantel-Cox test. Analyses were performed with Prism 7 software (GraphPad software Inc., CA, USA). *P* values < 0.05 were considered significant.

## Electronic supplementary material

Supplementary File

## Data Availability

The data and computer codes that support our findings are available from the corresponding author upon reasonable request. All RNA sequencing datasets are deposited in Gene Expression Omnibus (GEO)-accession number GSE118237 (GSM3323357 for the CLOUPE file used to generate Fig. 3a–d and f and the Supplementary Tables 1 and 2) and GSE118217 (GSM3321219 to GSM3321226 for each individual sample used to generate Fig. 4a and b, and Supplementary Figure 2a and b). A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: Macrophage-derived netrin-1 promotes abdominal aortic aneurysm formation by activating MMP3 in vascular smooth muscle cells
**Source:** Nat Commun. 2018 Nov 27;9:5022. doi: 10.1038/s41467-018-07495-1
**Supplement:** Supplementary file 1 — Supplementary File

Supplementary Information

“Netrin-1 promotes Abdominal Aortic Aneurysms by sustaining the activation of MMP3 in the vascular wall”

Hadi et al.

a

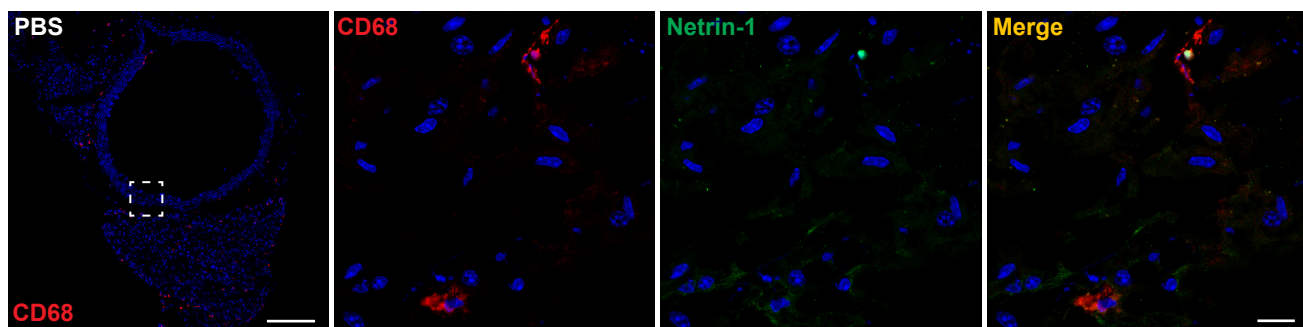

b

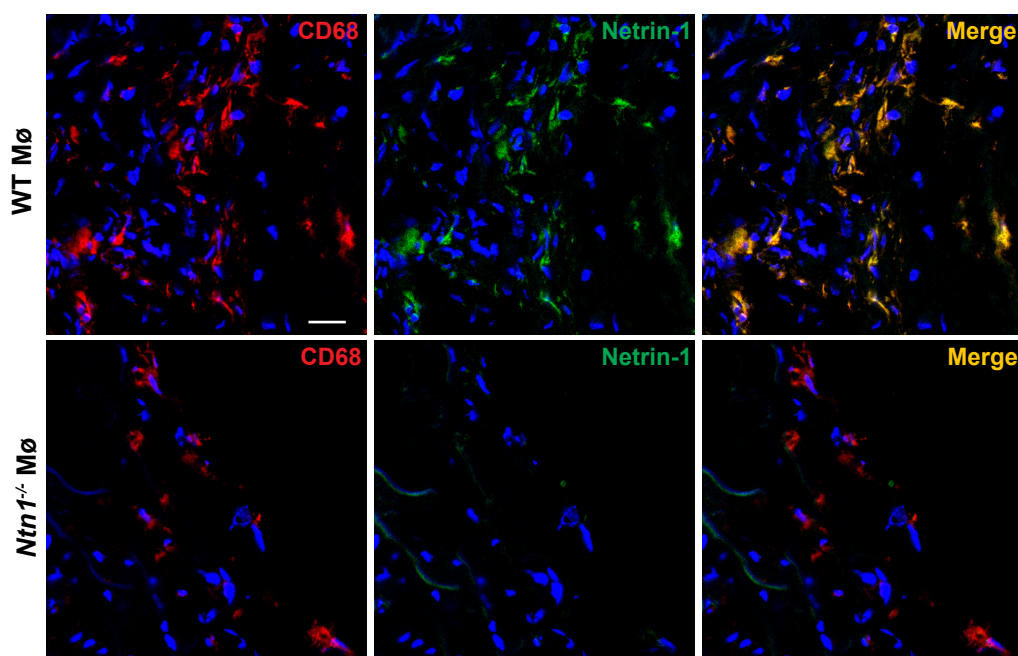

Supplementary figure 1: Netrin-1 is absent in healthy aortas and deleted in aortic macrophages of *Ntn1*^{flox/flox}*LysM-Cre*^{+/-} mice

(a) Representative immunofluorescence staining of CD68 and netrin-1 in aortic sections of mice exposed to PBS. n= 3. Scale bar left panel 200 μm, right panels 20 μm. Nuclei stained with DAPI (blue). **(b)** Representative immunofluorescence staining of CD68 (red) and netrin-1 (green) and their colocalization (yellow) in aortic sections of *Ntn1*^{flox/flox}*LysMcre*^{-/-} (WT Mφ) and *Ntn1*^{flox/flox}*LysMcre*^{+/-} (*Ntn1*^{-/-} Mφ) mice treated with Ang II for 28 days. n= 3 mice per group. Scale bar 20 μm.

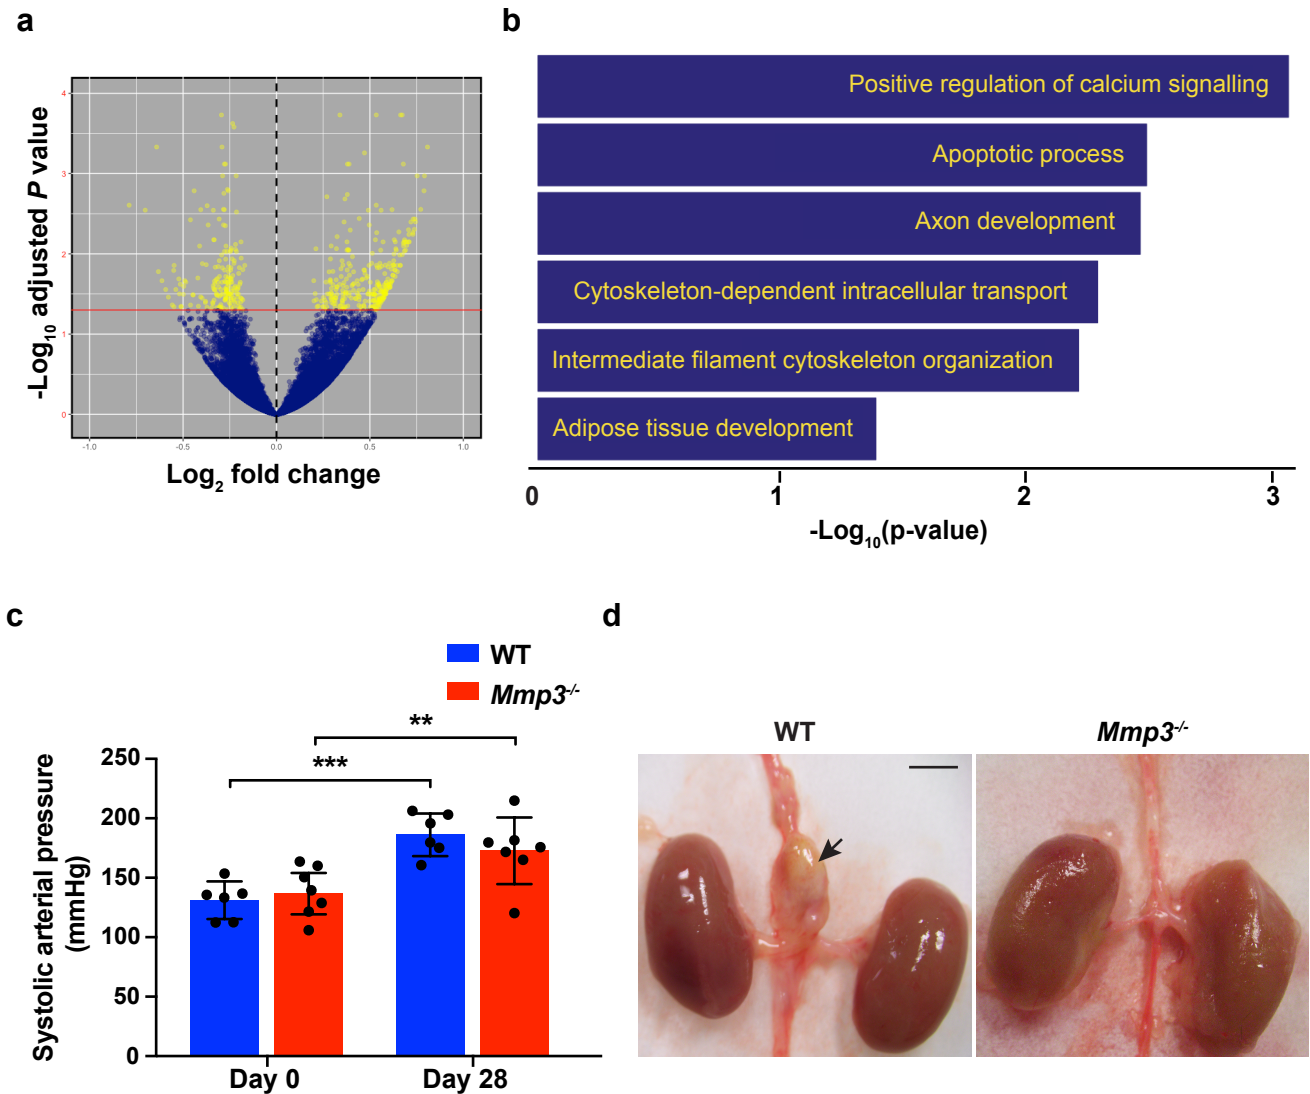

Supplementary figure 2: Netrin-1 regulates MMP3 activity in AAA

Volcano plot representation showing $-\log_{10}$ adjusted P values and $\log_2$ fold change of transcriptome profiling (**a**) and pathway analysis using the DAVID software displaying relevant pathways in WT $\rightarrow$ *ApoE*^{-/-} compared to *Ntn1*^{-/-} $\rightarrow$ *ApoE*^{-/-} aorta (**b**). $n = 4$ in each group. Systolic arterial pressure of WT and *Mmp3*^{-/-} mice exposed to Ang II for 0 or 28 days (**c**) and representative photomicrograph of aortas at harvest (**d**). $n = 6-7$ mice per group. Scale bar 2 mm. Statistical significance assessed with unpaired, two-tailed *t*-test. ** $P < 0.01$, *** $P < 0.001$. Error bars represent s.e.m.

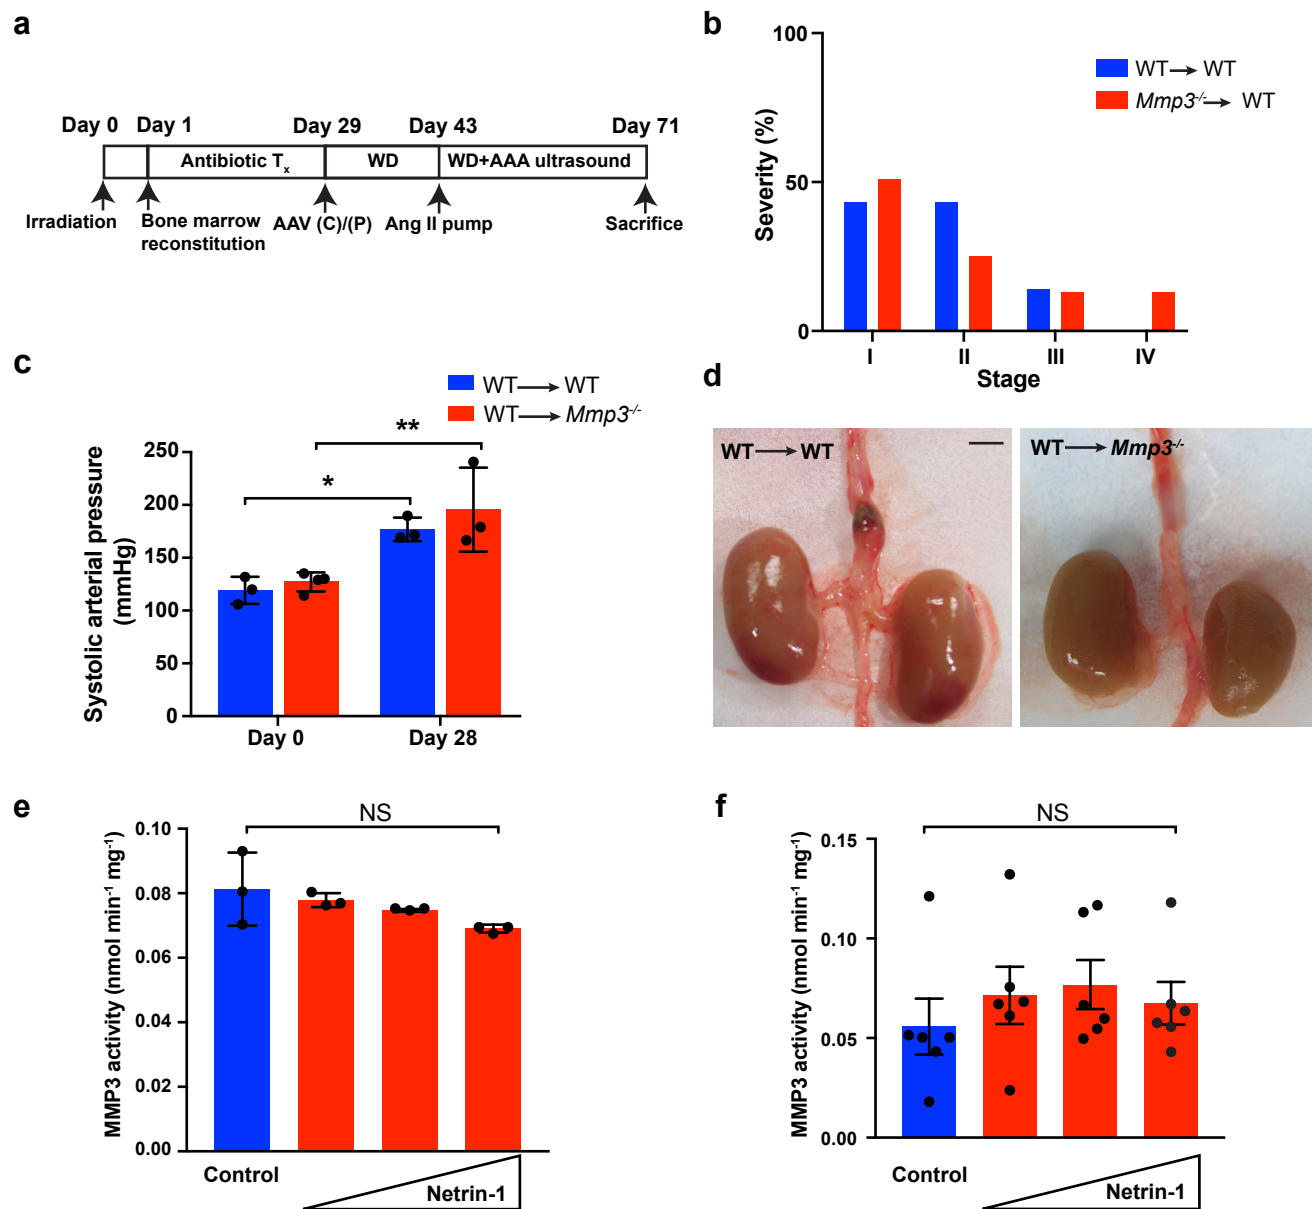

Supplementary figure 3: MMP3 deficiency in vascular smooth muscle cells, but not in macrophages, protects against AAA development

(a) Schematic timeline representation of irradiation and bone marrow reconstitution, followed by antibiotics treatment (Tx), PCSK9 (P) or control (C) adeno-associated virus vector (AAV) injection and Ang II infusion. WD, western diet. **(b)** Severity stratification of aneurysms of WT recipient mice irradiated and reconstituted with WT (WT $\rightarrow$ WT) or *Mmp3*^{-/-} (*Mmp3*^{-/-} $\rightarrow$ WT) bone marrow, exposed to Ang II for 28 days. Arterial pressure measurement of WT $\rightarrow$ WT or WT $\rightarrow$ *Mmp3*^{-/-} challenged to Ang II at day 0 and day 28 **(c)** and representative photomicrograph of aortas at harvest **(d)**. *n* = 6 mice per group. Scale bar 2 mm. *P < 0.05, **P < 0.01. MMP3 activity in coronary artery endothelial cells **(e)** and in mouse embryonic fibroblasts **(f)** stimulated with 0.625, 1.25 or 2.5 μ g/mL of recombinant netrin-1. *n* = 3-6 per group. NS, not significant. Unpaired, two-tailed t-test was used for statistical analysis in (c). One-way ANOVA was used in (e) and (f). Error bars represent s.e.m.

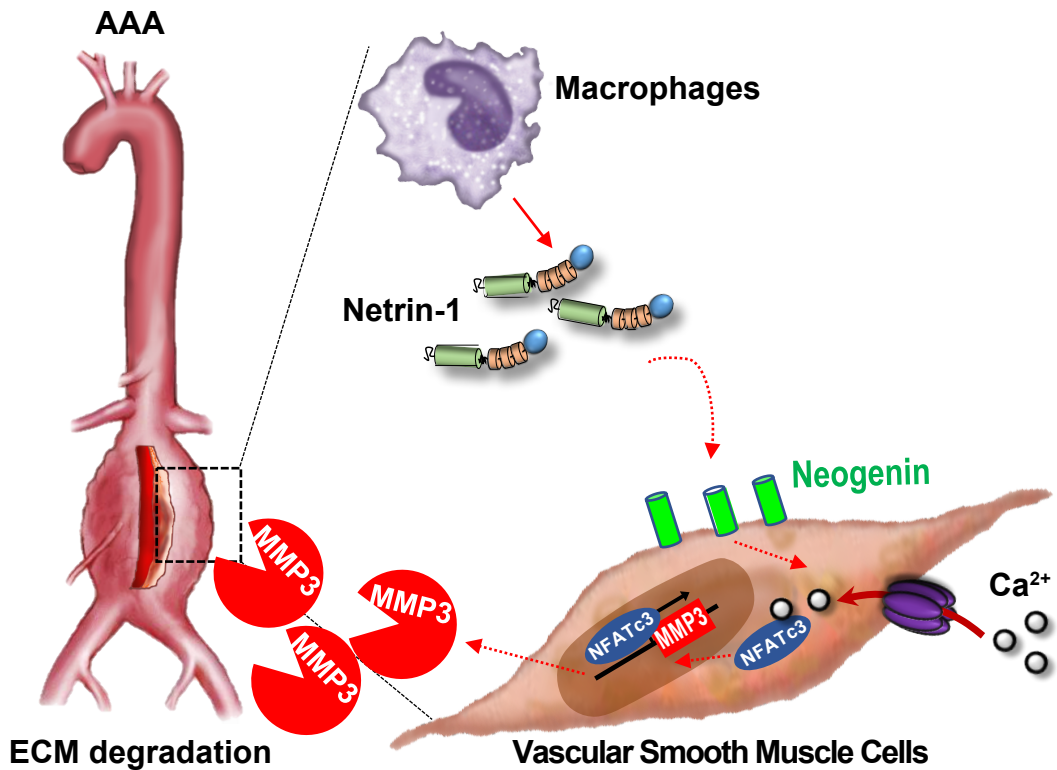

Supplementary figure 4: Schematic representation of our main findings

Macrophages that accumulate within the aortic wall secrete netrin-1. Netrin-1 induces intracellular flux of Ca^{2+} required for the activation of NFATc3 nuclear translocation via its receptor neogenin-1 in vascular smooth muscle cells. Consequently, MMP3 is activated and degrades its substrates within the extra-cellular matrix (ECM) thereby fueling chronic ECM injury and leading to AAA progression.

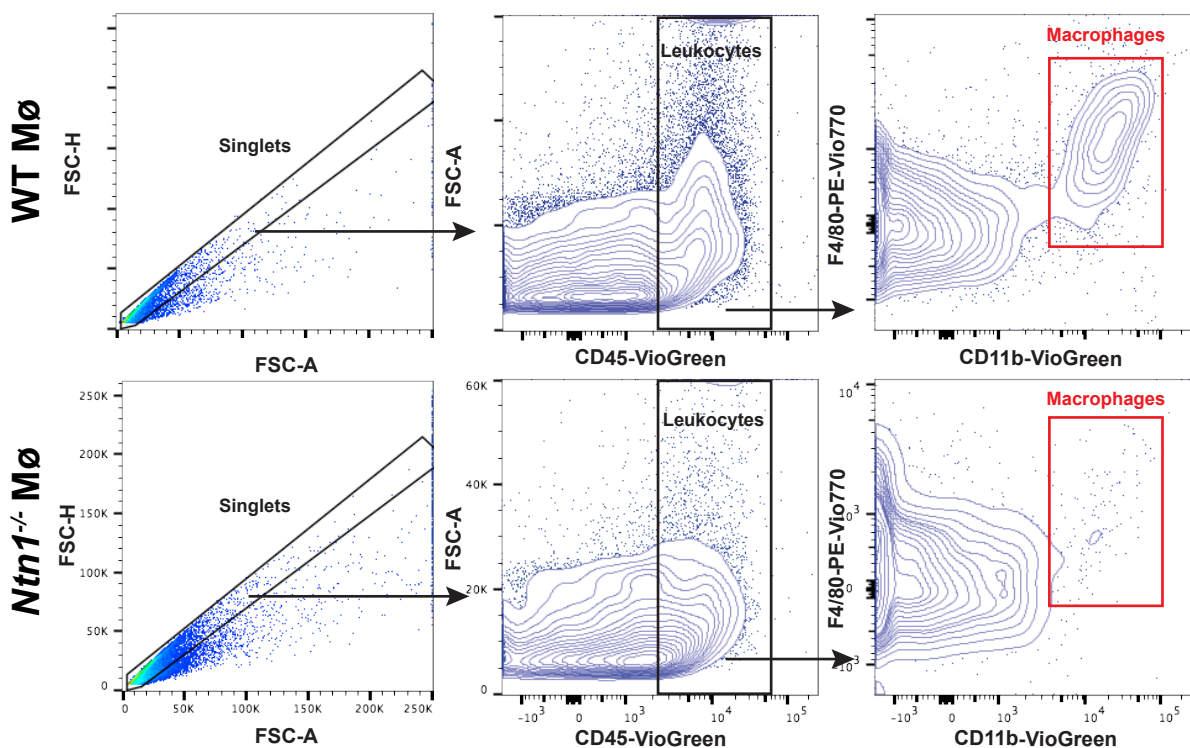

Supplementary figure 5: Flow cytometry gating strategy

Representative dot plots and gating of WTMø (upper panels) or *Ntn1*^{-/-}Mø (lower panels) for the macrophage quantification used in figure 3m. Singlets were gated on a FSC-A/FSC-H dot plots (black boxes, left panel). Leukocyte population (black boxes, middle panels) was identified as CD45 positive cells on a FSC-A/CD45 dot plots. Macrophage population (red boxes, right panels) within leukocytes was identified as a CD11b+F4/80+ populations on a CD11b/F4/80 plot. (n= 6; WT and *Ntn1*^{-/-} Mø/AAV P).

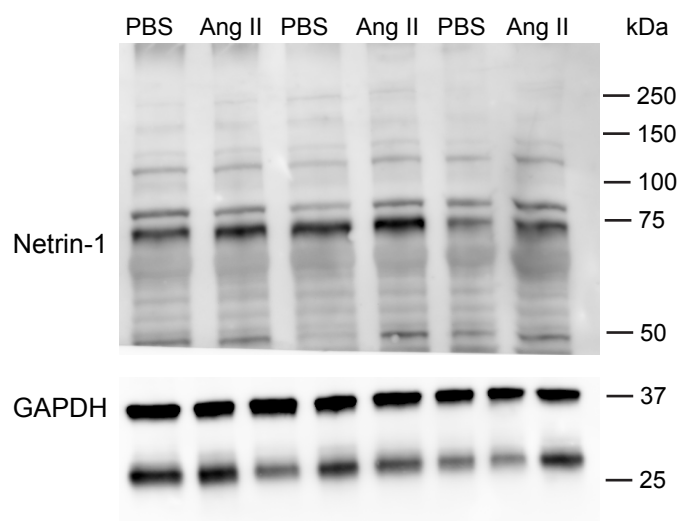

Supplementary Figure 6: Original images of Western Blots used in the study. Blots show indicated proteins and molecular weight marker from figure 1b.

EnsemblID	GeneName	Macrophages<br>Log2 Fold Change	Macrophages P-<br>Value	B Cells Log2 Fold<br>Change	B Cells P-Value	T Cells Log2 Fold<br>Change	T Cells P-Value	Dendritic cells<br>Log2 Fold Change	Dendritic cells P-<br>Value	Neutrophils Log2<br>Fold Change	Neutrophils P-<br>Value
ENSMUSG00000029373	Pf4	5.83	1.19E-14	-1.92	1.00E+00	-1.92	1.00E+00	-1.58	1.00E+00	0.59	1.00E+00
ENSMUSG00000018774	Cd68	5.63	5.93E-19	0.7	1.00E+00	-0.31	1.00E+00	5.8	5.01E-02	2.21	1.00E+00
ENSMUSG00000036887	C1qa	5.5	4.68E-20	-2.96	1.00E+00	-1.96	1.00E+00	4.35	3.72E-01	-0.44	1.00E+00
ENSMUSG00000036896	C1qc	5.45	1.03E-19	-2.59	1.00E+00	-1.59	1.00E+00	4.62	2.65E-01	-0.08	1.00E+00
ENSMUSG00000039109	F13a1	5.39	1.15E-11	-0.53	1.00E+00	-0.54	1.00E+00	-0.2	1.00E+00	1.98	1.00E+00
ENSMUSG00000069516	Lyz2	5.29	2.34E-19	-2.54	1.00E+00	-3.13	1.00E+00	5.05	1.34E-01	-1.62	1.00E+00
ENSMUSG00000036905	C1qb	5.25	2.34E-19	-2.95	1.00E+00	-2.96	1.00E+00	4.94	1.67E-01	-0.44	1.00E+00
ENSMUSG00000061100	Retnla	5.09	5.44E-02	-0.35	1.00E+00	0.65	1.00E+00	-0.01	1.00E+00	2.16	1.00E+00
ENSMUSG00000018927	Ccl6	4.97	1.13E-11	-1.72	1.00E+00	-0.72	1.00E+00	2.09	1.00E+00	0.79	1.00E+00
ENSMUSG00000044811	AF251705	4.85	1.69E-10	1.73	1.00E+00	1.73	1.00E+00	6.25	5.01E-02	4.24	1.00E+00
ENSMUSG00000030579	Tyrobp	4.84	4.06E-19	-1.21	1.00E+00	-2.22	1.00E+00	4.85	1.34E-01	0.3	1.00E+00
ENSMUSG00000058715	Fcer1g	4.79	1.25E-18	-2.19	1.00E+00	-2.2	1.00E+00	5.17	8.13E-02	0.32	1.00E+00
ENSMUSG00000049723	Mmp12	4.7	6.73E-02	0.94	1.00E+00	0.94	1.00E+00	6.4	3.33E-01	3.46	1.00E+00
ENSMUSG00000089672	Lilr4b	4.55	9.84E-07	1.83	1.00E+00	1.82	1.00E+00	6.48	6.52E-02	4.34	1.00E+00
ENSMUSG00000019122	Ccl9	4.52	4.98E-11	-1.16	1.00E+00	-0.16	1.00E+00	3.12	8.76E-01	1.35	1.00E+00
ENSMUSG00000046805	Mpeg1	4.5	4.94E-10	1.29	1.00E+00	0.28	1.00E+00	6.39	3.55E-02	2.79	1.00E+00
ENSMUSG00000059089	Fcgr4	4.37	3.67E-03	2.68	1.00E+00	2.68	1.00E+00	6.49	2.30E-01	5.19	1.00E+00
ENSMUSG00000009185	Ccl8	4.32	9.75E-04	-1.81	1.00E+00	-1.81	1.00E+00	0.11	1.00E+00	0.7	1.00E+00
ENSMUSG00000069792	Wfdc17	4.29	3.56E-09	-0.28	1.00E+00	-0.28	1.00E+00	4.97	2.56E-01	0.64	1.00E+00
ENSMUSG00000038642	Ctss	4.09	1.45E-10	2.72	1.00E+00	1.31	1.00E+00	6.46	5.91E-03	0.11	1.00E+00
ENSMUSG00000028238	Atp6v0d2	3.61	4.92E-02	2.24	1.00E+00	2.24	1.00E+00	7.14	1.07E-01	4.75	1.00E+00
ENSMUSG00000052336	Cx3cr1	3.57	7.98E-03	1.6	1.00E+00	1.6	1.00E+00	7.34	4.67E-02	4.11	1.00E+00
ENSMUSG00000027398	Il1b	3.32	3.27E-01	3.07	1.00E+00	3.68	9.18E-01	6.24	3.87E-01	4.56	1.00E+00
ENSMUSG00000028581	Laptn5	3.32	3.59E-11	3.49	5.51E-01	3.29	6.17E-01	5.37	2.74E-02	1.36	1.00E+00
ENSMUSG00000089942	Pira2	3.2	2.12E-02	4.55	1.00E+00	3.49	1.00E+00	7.82	5.91E-03	6	1.00E+00
ENSMUSG00000040564	Apoc1	3.19	1.04E-03	-1.62	1.00E+00	-1.62	1.00E+00	-1.28	1.00E+00	0.89	1.00E+00
ENSMUSG00000030560	Ctsc	2.98	6.12E-09	1.46	1.00E+00	1.04	1.00E+00	2.39	1.00E+00	0.96	1.00E+00
ENSMUSG00000028459	Cd72	2.82	6.10E-03	4.29	6.31E-01	1.98	1.00E+00	6.26	5.16E-02	2.9	1.00E+00
ENSMUSG00000026358	Rgs1	2.75	4.00E-02	2.03	1.00E+00	3.66	1.00E+00	6.36	8.21E-02	4.54	1.00E+00
ENSMUSG00000025473	Adam8	2.73	5.50E-02	2.46	1.00E+00	2.46	1.00E+00	7.32	2.18E-02	4.97	1.00E+00
ENSMUSG00000032554	Trf	2.71	7.46E-07	1.19	1.00E+00	-2.14	1.00E+00	1.37	1.00E+00	1.37	9.92E-01
ENSMUSG00000050335	Lgals3	2.68	5.49E-04	-3.15	1.00E+00	-3.15	1.00E+00	5.08	1.35E-01	-0.64	1.00E+00
ENSMUSG00000021880	Rnase6	2.36	8.86E-02	6.45	1.29E-02	2.37	1.00E+00	4.35	8.33E-01	4.88	1.00E+00
ENSMUSG00000022582	Ly6g	2.32	1.00E+00	7.07	1.00E+00	7.07	1.00E+00	7.41	1.00E+00	11.58	9.92E-01
ENSMUSG00000051506	Wdfy4	2.32	2.29E-01	4.07	1.00E+00	2.43	1.00E+00	6.19	1.99E-01	4.94	1.00E+00
ENSMUSG00000109028	RP23-449M8.6	1.99	7.58E-01	5.49	1.00E+00	5.49	1.00E+00	5.82	1.00E+00	9.26	9.92E-01
ENSMUSG00000010142	Tnfrsf13b	1.99	1.14E-01	6.07	1.00E-02	1.96	1.00E+00	3.93	9.40E-01	4.48	1.00E+00
ENSMUSG00000022512	Cldn1	1.81	4.95E-01	3.61	1.00E+00	3.61	1.00E+00	3.95	1.00E+00	7.19	9.92E-01
ENSMUSG00000035385	Ccl2	1.77	4.34E-01	0.9	1.00E+00	0.9	1.00E+00	1.24	1.00E+00	3.41	1.00E+00
ENSMUSG00000022496	Tnfrsf17	1.73	5.99E-01	9.66	8.73E-03	3.32	1.00E+00	3.65	1.00E+00	5.83	1.00E+00
ENSMUSG00000094777	Hist1h2ap	1.71	4.01E-01	3.92	1.00E+00	1.26	1.00E+00	6.52	7.99E-02	3.78	1.00E+00
ENSMUSG00000038179	Slamf7	1.64	4.45E-01	7.47	1.32E-03	3.75	1.00E+00	6.17	1.27E-01	4.63	1.00E+00
ENSMUSG00000073293	Nudt10	1.61	6.05E-01	4.07	1.00E+00	4.07	1.00E+00	4.41	1.00E+00	7.68	9.92E-01
ENSMUSG00000097280	Al849053	1.32	1.00E+00	6.07	1.00E+00	6.07	1.00E+00	6.41	1.00E+00	10	9.92E-01
ENSMUSG00000030787	Lyve1	1.14	5.04E-01	-1.4	1.00E+00	-1.4	1.00E+00	-1.06	1.00E+00	1.12	1.00E+00
ENSMUSG00000029816	Gpnmb	1.12	3.29E-01	-2.76	1.00E+00	-1.76	1.00E+00	6.25	7.79E-04	-0.25	1.00E+00
ENSMUSG00000030165	Klrd1	1.02	6.23E-01	2.22	1.00E+00	6.52	5.62E-02	4.63	6.95E-01	4.73	1.00E+00
ENSMUSG00000087166	L1td1	0.99	1.00E+00	5.75	1.00E+00	5.75	1.00E+00	6.09	1.00E+00	9.58	9.92E-01
ENSMUSG00000015854	Cd5l	0.92	6.43E-01	2.2	1.00E+00	1.19	1.00E+00	8.97	6.53E-03	3.7	1.00E+00
ENSMUSG00000030724	Cd19	0.91	7.15E-01	7.94	4.05E-05	2.64	1.00E+00	2.98	1.00E+00	5.16	1.00E+00
ENSMUSG00000086644	Gm13470	0.87	7.34E-01	3.65	1.00E+00	2.61	1.00E+00	2.95	1.00E+00	6.16	9.92E-01
ENSMUSG00000034379	Wdr5b	0.87	6.63E-01	2.24	1.00E+00	3.26	1.00E+00	2.58	1.00E+00	5.78	9.92E-01
ENSMUSG000000101493	Z810405F17Rik	0.86	6.90E-01	3.43	1.00E+00	3.43	1.00E+00	2.74	1.00E+00	5.94	9.92E-01
ENSMUSG00000027420	Bfsp1	0.79	6.33E-01	1.75	1.00E+00	1.75	1.00E+00	2.09	1.00E+00	5.88	9.92E-01
ENSMUSG00000003882	Il7r	0.79	6.58E-01	1.24	1.00E+00	6.5	2.25E-02	5.02	3.96E-01	3.75	1.00E+00
ENSMUSG00000037849	Gm4955	0.73	7.29E-01	4.37	9.46E-01	6.75	1.26E-02	2.63	1.00E+00	4.8	1.00E+00
ENSMUSG00000041000	Trim62	0.65	8.39E-01	2.65	1.00E+00	2.64	1.00E+00	2.98	1.00E+00	6.19	9.92E-01
ENSMUSG00000029212	Gabrb1	0.51	1.00E+00	5.27	1.00E+00	5.26	1.00E+00	5.6	1.00E+00	9	9.92E-01
ENSMUSG00000040936	Ulk4	0.51	1.00E+00	3.12	1.00E+00	3.12	1.00E+00	3.46	1.00E+00	6.68	9.92E-01
ENSMUSG00000066677	Pydc3	0.47	8.70E-01	2.75	1.00E+00	6.62	2.33E-02	3.09	1.00E+00	5.26	1.00E+00
ENSMUSG00000026185	Igfbp5	0.45	6.65E-01	-5.59	1.00E+00	-3.59	1.00E+00	-4.25	1.00E+00	0.63	9.92E-01
ENSMUSG00000078552	Dcdc2b	0.44	1.00E+00	3.49	1.00E+00	3.49	1.00E+00	3.82	1.00E+00	7.06	9.92E-01
ENSMUSG00000032232	Cgnl1	0.41	7.02E-01	-0.44	1.00E+00	-1.44	1.00E+00	-0.1	1.00E+00	1.07	1.00E+00
ENSMUSG00000030789	Itgax	0.38	8.39E-01	3.43	1.00E+00	3.43	1.00E+00	10.15	7.79E-04	5.94	1.00E+00
ENSMUSG00000010797	Wnt2	0.37	7.58E-01	-0.21	1.00E+00	-0.21	1.00E+00	0.12	1.00E+00	2.3	1.00E+00
ENSMUSG00000028040	Efn4	0.35	9.78E-01	2.37	1.00E+00	2.37	1.00E+00	4.35	7.19E-01	5.91	9.92E-01
ENSMUSG00000047281	Sfn	0.35	9.99E-01	6.14	8.03E-03	4.01	1.00E+00	2.71	1.00E+00	4.88	1.00E+00
ENSMUSG00000022951	Rcan1	0.34	7.72E-01	-0.69	1.00E+00	-0.69	1.00E+00	-0.35	1.00E+00	1.82	1.00E+00
ENSMUSG00000026833	Olfm1	0.33	7.51E-01	-1.38	1.00E+00	-1.39	1.00E+00	1.77	1.00E+00	1.13	1.00E+00
ENSMUSG00000026344	Lypd1	0.32	9.58E-01	2.12	1.00E+00	2.12	1.00E+00	2.46	1.00E+00	6.26	9.92E-01
ENSMUSG00000038421	Fcrla	0.27	9.33E-01	5.97	4.82E-02	1.88	1.00E+00	3.24	1.00E+00	4.39	1.00E+00
ENSMUSG00000034205	Loxl2	0.21	8.48E-01	-2.21	1.00E+00	-2.22	1.00E+00	-0.29	1.00E+00	0.3	1.00E+00
ENSMUSG00000029201	Ugdh	0.21	8.46E-01	-1.44	1.00E+00	-0.44	1.00E+00	-0.1	1.00E+00	0.07	1.00E+00
ENSMUSG00000041482	Piezo2	0.17	9.13E-01	-1.29	1.00E+00	-1.29	1.00E+00	0.05	1.00E+00	1.22	1.00E+00
ENSMUSG00000051951	Xkr4	0.15	1.00E+00	3.83	1.00E+00	3.82	1.00E+00	4.16	1.00E+00	7.41	9.92E-01
ENSMUSG00000034634	Ly6d	0.15	9.13E-01	6.04	8.52E-03	1.31	1.00E+00	1.65	1.00E+00	2.82	1.00E+00
ENSMUSG00000030468	Siglecg	0.13	1.00E+00	6.05	2.53E-02	1.75	1.00E+00	2.09	1.00E+00	4.26	1.00E+00
ENSMUSG00000034390	Cmip	0.09	9.81E-01	-0.51	1.00E+00	0.08	1.00E+00	0.83	1.00E+00	1	1.00E+00
ENSMUSG00000028480	Gilpr2	0.08	1.00E+00	1.12	1.00E+00	2.12	1.00E+00	0.86	1.00E+00	2.03	1.00E+00
ENSMUSG00000022838	Eaf2	0.07	9.91E-01	8.35	2.57E-04	2.71	1.00E+00	3.05	1.00E+00	5.23	1.00E+00
ENSMUSG00000027030	Stk39	0.05	1.00E+00	-0.88	1.00E+00	-0.89	1.00E+00	-0.55	1.00E+00	1.63	1.00E+00
ENSMUSG00000021391	Cenpp	-0.08	1.00E+00	3.61	1.00E+00	3.61	1.00E+00	6.56	7.53E-02	7.19	9.92E-01
ENSMUSG00000038587	Akap12	-0.11	1.00E+00	-1.06	1.00E+00	-1.06	1.00E+00	-1.72	1.00E+00	1.45	9.92E-01
ENSMUSG00000017002	Slpi	-0.12	7.17E-01	9.6	2.37E-02	-2.06	1.00E+00	-1.72	1.00E+00	0.45	1.00E+00
ENSMUSG00000027611	Procr	-0.15	1.00E+00	-1.37	1.00E+00	-1.37	1.00E+00	-0.03	1.00E+00	1.14	1.00E+00
ENSMUSG00000020902	Ntn1	-0.17	1.00E+00	-2.53	1.00E+						

ENSMUSG00000022584	Ly6c2	-1.42	9.91E-01	8.73	1.32E-03	4.39	7.12E-01	0.17	1.00E+00	2.34	1.00E+00
ENSMUSG00000009092	Derl3	-1.44	1.00E+00	9.4	2.79E-03	3.32	1.00E+00	2.63	1.00E+00	4.8	1.00E+00
ENSMUSG00000032093	Cd3e	-1.44	8.62E-01	2.29	1.00E+00	9.27	9.30E-10	2.63	1.00E+00	4.8	1.00E+00
ENSMUSG00000035042	Ccl5	-1.48	9.42E-01	0.77	1.00E+00	7.24	1.02E-01	0.11	1.00E+00	2.28	1.00E+00
ENSMUSG00000000409	Lck	-1.61	6.83E-01	2.55	1.00E+00	6.68	1.00E-03	1.87	1.00E+00	4.05	1.00E+00
ENSMUSG00000027863	Cd2	-1.67	7.08E-01	4.13	7.98E-01	6.37	9.30E-03	1.81	1.00E+00	3.98	1.00E+00
ENSMUSG00000030742	Lat	-1.71	7.25E-01	2.03	1.00E+00	7.04	1.27E-03	2.37	1.00E+00	4.54	1.00E+00
ENSMUSG00000053977	Cd8a	-1.93	9.78E-01	2.83	1.00E+00	8.75	8.95E-05	3.16	1.00E+00	5.34	1.00E+00
ENSMUSG00000054641	Mmrn1	-1.98	8.53E-01	-0.25	1.00E+00	-1.26	1.00E+00	-0.92	1.00E+00	1.26	1.00E+00
ENSMUSG00000054892	Txk	-2.04	7.14E-01	2.72	1.00E+00	6.58	2.44E-02	3.05	1.00E+00	5.23	1.00E+00
ENSMUSG00000094686	Ccl21a	-2.05	9.60E-01	-4.39	1.00E+00	-4.39	1.00E+00	-3.05	1.00E+00	-1.87	1.00E+00
ENSMUSG00000053044	Cd8b1	-2.31	8.78E-01	1.43	1.00E+00	8.5	3.43E-05	1.77	1.00E+00	3.94	1.00E+00
ENSMUSG00000026989	Dapl1	-2.33	1.00E+00	2.43	1.00E+00	7.9	5.52E-03	2.77	1.00E+00	4.94	1.00E+00
ENSMUSG00000032094	Cd3d	-2.35	6.21E-01	0.81	1.00E+00	7.6	2.22E-05	1.14	1.00E+00	3.32	1.00E+00
ENSMUSG00000027985	Lef1	-2.41	6.65E-01	2.35	1.00E+00	6.69	1.34E-02	2.68	1.00E+00	4.86	1.00E+00
ENSMUSG00000031933	Izumo1r	-2.73	1.00E+00	3.05	1.00E+00	6.73	8.11E-02	2.37	1.00E+00	4.54	1.00E+00
ENSMUSG00000009145	Dqx1	-2.89	1.00E+00	1.86	1.00E+00	1.86	1.00E+00	2.2	1.00E+00	4.38	1.00E+00
ENSMUSG00000004612	Nkg7	-3.44	1.00E+00	2.33	1.00E+00	6.74	6.78E-02	1.65	1.00E+00	3.83	1.00E+00
ENSMUSG00000024353	Mzb1	-3.45	1.00E+00	10.2	3.52E-06	0.3	1.00E+00	-0.37	1.00E+00	1.81	1.00E+00
ENSMUSG00000002033	Cd3g	-3.8	4.31E-01	0.95	1.00E+00	7.44	5.60E-05	1.29	1.00E+00	3.47	1.00E+00
ENSMUSG00000056290	Ms4a4b	-4.26	3.52E-01	0.5	1.00E+00	7.07	5.74E-04	0.83	1.00E+00	3.01	1.00E+00
ENSMUSG00000067149	Jchain	-4.95	9.42E-01	12.99	2.83E-03	-1.79	1.00E+00	-2.03	9.49E-01	-0.86	1.00E+00

Supplementary table 1: Immune cell clustering and analysis of Ntn1 expression
List of transcript levels in immune cell clusters. Data are expressed as log₂ fold change and *P* values for gene in each cluster are shown.

	EnsemblID	GeneName	Netrin Low Log2<br>Fold Change	Netrin Low P-<br>Value	Netrin High Log2<br>Fold Change	Netrin High P-<br>Value
Increased in Netrin high<br>macrophages	ENSMUSG00000026691	Fmo3	-3.8	1.70E-03	3.83	8.75E-04
	ENSMUSG00000020902	Ntn1	-3.7	3.35E-10	3.72	2.46E-10
	ENSMUSG00000019851	Perp	-3.65	2.41E-02	3.68	1.87E-02
	ENSMUSG00000028989	Angptl7	-3.3	1.17E-01	3.33	9.84E-02
	ENSMUSG00000023064	Sncg	-3.11	5.78E-02	3.13	4.65E-02
	ENSMUSG00000042379	Esm1	-3.09	2.25E-01	3.11	1.99E-01
	ENSMUSG00000026208	Des	-3.07	1.22E-01	3.09	1.03E-01
	ENSMUSG00000024990	Rbp4	-2.97	2.23E-02	2.99	1.59E-02
	ENSMUSG00000043613	Mmp3	-2.95	1.31E-02	2.96	8.54E-03
	ENSMUSG00000028128	F3	-2.89	1.08E-03	2.91	5.54E-04
	ENSMUSG00000032744	Heyl	-2.77	9.66E-03	2.8	5.54E-03
	ENSMUSG00000097324	Mir143hg	-2.68	9.17E-03	2.7	5.20E-03
	ENSMUSG00000026768	Itga8	-2.62	1.39E-02	2.65	9.20E-03
	ENSMUSG00000039542	Ncam1	-2.61	7.06E-03	2.63	2.88E-03
	ENSMUSG00000020019	Ntn4	-2.47	1.45E-02	2.5	1.03E-02
	ENSMUSG00000053684	BC048403	-3.86	3.16E-01	2.47	8.81E-01
	ENSMUSG00000037362	Nov	-2.35	1.39E-02	2.38	9.20E-03
	ENSMUSG00000026255	Efhd1	-2.34	2.85E-02	2.36	2.06E-02
	ENSMUSG00000001349	Cnn1	-2.32	4.27E-02	2.35	3.52E-02
	ENSMUSG00000014846	Tppp3	-2.33	2.23E-02	2.35	1.59E-02
	ENSMUSG00000006219	Fblim1	-2.34	8.48E-03	2.35	5.20E-03
	ENSMUSG00000027811	4930579G24Rik	-2.45	9.31E-01	1.3	1.00E+00
	ENSMUSG00000062944	9130023H24Rik	-2.45	9.12E-01	1.3	1.00E+00
	ENSMUSG00000105699	Gm43703	-2.86	1.00E+00	0.88	1.00E+00
	ENSMUSG00000071083	Gm10311	-2.86	1.00E+00	0.88	1.00E+00
	ENSMUSG00000035860	Cdhr3	-2.86	1.00E+00	0.88	1.00E+00
	ENSMUSG00000103686	Gm37073	-2.86	1.00E+00	0.88	1.00E+00
	ENSMUSG00000074634	Gm7120	-2.86	1.00E+00	0.88	1.00E+00
	ENSMUSG00000097429	Gm26520	-1.86	1.00E+00	0.3	1.00E+00
	ENSMUSG00000044566	Cage1	-1.86	1.00E+00	0.3	1.00E+00
	ENSMUSG00000093514	Gm28727	-1.86	1.00E+00	0.3	1.00E+00
	ENSMUSG00000026065	Slc9a4	-1.86	1.00E+00	0.3	1.00E+00
	ENSMUSG00000026068	Il18rap	-1.86	1.00E+00	0.3	1.00E+00
	ENSMUSG00000097558	Gm26902	-1.86	1.00E+00	0.3	1.00E+00
Decreased in Netrin high<br>macrophages	ENSMUSG000000101903	Gm29291	-1.28	1.00E+00	-0.12	1.00E+00
	ENSMUSG00000052142	Rasa13	-1.28	1.00E+00	-0.12	1.00E+00
	ENSMUSG00000054702	Ap1s3	-1.28	1.00E+00	-0.12	1.00E+00
	ENSMUSG00000030789	Itgax	-1.86	1.00E+00	-0.44	1.00E+00
	ENSMUSG00000022494	Shisa9	-1.86	1.00E+00	-0.44	1.00E+00
	ENSMUSG00000030117	Gdf3	-4.67	5.25E-01	-0.92	1.00E+00
	ENSMUSG00000027513	Pck1	4.72	1.88E-01	-4.69	1.88E-01
	ENSMUSG00000037071	Scd1	4.7	5.26E-01	-4.71	5.27E-01
	ENSMUSG00000032725	Folr2	4.78	2.33E-02	-4.75	1.83E-02
	ENSMUSG00000031250	Tnmd	4.84	1.00E+00	-4.82	1.00E+00
	ENSMUSG00000002944	Cd36	5.01	1.08E-03	-4.99	7.85E-04
	ENSMUSG00000026712	Mrc1	5.06	7.68E-03	-5.03	4.72E-03
	ENSMUSG00000025479	Cyp2e1	5.05	9.16E-01	-5.03	9.40E-01
	ENSMUSG00000025488	Cox8b	5.24	2.67E-01	-5.21	2.63E-01
	ENSMUSG00000030278	Cidec	5.29	2.45E-01	-5.27	2.47E-01
	ENSMUSG000000061780	Cfd	5.47	7.05E-01	-5.47	7.11E-01
	ENSMUSG00000018927	Ccl6	5.53	2.74E-03	-5.51	1.76E-03
	ENSMUSG00000029373	Pf4	5.57	8.48E-03	-5.55	6.19E-03
	ENSMUSG00000074218	Cox7a1	5.6	6.43E-01	-5.57	6.79E-01
	ENSMUSG00000079419	Ms4a6c	5.61	7.68E-03	-5.58	4.82E-03
	ENSMUSG00000022878	Adipoq	5.85	1.72E-01	-5.83	1.74E-01
	ENSMUSG00000030747	Dgat2	5.87	2.25E-01	-5.84	2.16E-01
	ENSMUSG00000027559	Car3	5.97	3.11E-01	-5.94	3.16E-01

ENSMUSG00000029304	Spp1	5.57	1.00E+00	-6.06	1.00E+00
ENSMUSG00000040564	Apoc1	6.77	1.00E+00	-6.74	1.00E+00
ENSMUSG00000031722	Hp	6.81	2.37E-01	-6.79	2.43E-01

Supplementary table 2: List of genes in macrophages expressing Ntn1

List of transcript levels in macrophage clusters characterized as Ntn1 high (transcript copy number > 2) compared to Ntn1 low macrophage clusters (transcript copy number < 2). Data are expressed as log₂ fold change.

How the deposited data were processed for this re-analysis (not part of the article)

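RNA from whole aortas of 8 mice was measured after 28 days of angiotensin II at 1 µg/kg/min, each mouse as one library and with no pooling. Of these irradiated ApoE-/- mice, 4 (replicates A to D) were given Ntn1+/+ ApoE-/- fetal liver cells, called WT. The other 4 (replicates A to D) were given Ntn1-/- ApoE-/- fetal liver cells, so that the donors of both groups lacked ApoE. The authors sequenced single-end reads of 50 nucleotides on a HiSeq, aligned them to mm9 with TopHat 2.0.9 (2 mismatches allowed), and counted reads per gene with featureCounts; the paper's text names neither its version, the annotation nor the strand setting. The deposited signal per gene and library is the read count divided by a size factor, which the authors made with DESeq2. The deposited log2 fold changes are those of the authors' DESeq2 comparison and are shrunken towards 0. The deposited p-values and adjusted p-values are those of the authors' DESeq2 test. The authors' deposited pathway table gives, for each Ingenuity pathway, the -log10 of its p-value, a ratio, a z-score and the listed genes, while the paper names DAVID for its pathway figure.

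Whole reads came out for 100.0% of 187360 values, within a tolerance of 0.001, when each library was divided by its step between low values. The totals of 19879329 to 28202931 reads in genes are the depth behind each value, and the mean total of the Ntn1-/- group was 1.15 times that of the WT group. No pair of libraries was a duplicate: over 28 pairs, the chi-square per degree of freedom ran from 9.6 to 175. Of 23420 genes, 27 had a date in place of a symbol and 3906 had no read. Positions, lengths and GC content came from an annotation of mm9 that may not be the one the authors used, with a length and GC content for 14681 of 14931 kept genes (98.3%).

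The design, written before the data were examined, named edgeR for raw counts and limma for normalized values. As the values are normalized, limma 3.58.1 (eBayes with a trend) on log2(value + 1), over genes with a mean of at least 10 and at an adjusted p under 0.05 (Benjamini-Hochberg), was the main test. Gene lists were tested with limma's camera at a preset correlation of 0.01 over 36 lists with at least 5 measured members. Distances and components used the 500 most variable genes. Differences of single values between the groups were tested by exact permutation. R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used. Genes were named by a rule set beforehand: every gene the paper names, up to 4 members with the smallest p of each list described, and the 12 higher and 12 lower genes with the smallest p among those past limma's threshold whose groups do not overlap. A further part of the rule, genes listed for the terms of Supplementary Figure 2b, could not be used because those terms are not in the deposited table. The top genes by p and the clock, liver and thymocyte genes were named after their values were seen.

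On simulated libraries with 200 changed genes and each gene drawn independently, limma recovered 14.9% of those changed 1.5-fold, 64.2% of those changed 2-fold and 80.3% of those changed 3-fold, with 3 false calls. edgeR recovered 14.9%, 62.7% and 80.3% with 4 false calls, and DESeq2 32.8%, 74.6% and 84.8% with 49 false calls.

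The alternatives set beforehand were pseudocounts of 0.5 and 5, no filter, edgeR on the recovered reads (with TMM, with DESeq2's size factors, with library sizes only, with robust dispersion, with at least 1 read in any library or 10 in every library), DESeq2, limma-voom, limma with quality weights, the replicate letter as a replicate block (also in edgeR, and with DESeq2's size factors), leaving out each library, a length and GC offset per library (also with the block), adjusted p under 0.1 and 0.01, camera with an estimated correlation, fry, and other gene numbers and distances for the separation. After the data were seen 5 more were added: without Ntn1-/- replicates B and C, the authors' p-values over the kept genes, DESeq2 with a prior on fold changes, and the neuron genes or the clock phase of each library as a covariate. The covariate fits are reported for the counts, Mmp3, Ntn1 and the lists, and DESeq2 with a prior for the counts, Mmp3 and Ntn1. Values of other named genes under these fits were computed but left out of the results reported. Gene lists for liver plasma proteins, thymocytes, clock genes and the neuron and Schwann cell parts of the nerve list were also added after the data were seen. No sample was left out of the main test.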

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

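No test of this part was chosen after the results were seen, but some of the genes examined were. These are the top genes by p, picked for groups that do not overlap, so that the number given for chance is a rough guide. Of 268 groups of 4 values examined, in 10 the highest or lowest library stood far from the other 3, where chance gives 13.4. Neo1, a netrin receptor, was at 3206.6 normalized reads in WT replicate A and 2129.9 to 2221.7 in the other WT libraries. Xiap, an inhibitor of caspases, was at 884.23 in WT replicate B against 700.01 to 712.31 in the other WT libraries.

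Genes of heart and smooth muscle stood apart in single libraries. Pln, a regulator of the calcium pump, was at 612.05 in WT replicate C against 182.66 to 240.99, and the cardiac troponin Tnni3 at 1343.0 in the same library against 236.87 to 344.27. Nppa, an atrial peptide, was at 268.06 in Ntn1-/- replicate D against 8.968 to 19.113 in the others of its group.

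Among genes of mitochondria and ribosomes, Ndufa2 was at 4346.2 in WT replicate D against 3010.9 to 3094.1, Ndufa5 at 3192.5 against 1952.0 to 2112.5 and Rpl27 at 6998.9 against 6353.7 to 6393.5. Atp5g1 was at 1963.1 in WT replicate B against 2298.2 to 2332.2. The calcineurin and NFAT list had a mean deviation of -0.129 in WT replicate D and -0.00413 to 0.0139 in the other WT libraries. The paper does not discuss the ribosomal protein genes, whose list had a median log2 fold change of -0.271.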

How the results depend on the processing

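The fits without Ntn1-/- replicates B and C, with the neuron genes or the clock phase as a covariate, with DESeq2 and a prior, and with the authors' p-values were chosen after the result was seen. Mmp3 kept its direction in 29 of 29 alternatives, -0.45 to -0.31, and passed the threshold in DESeq2 (-0.39) and in DESeq2 with a prior (-0.37). Of 112 other named genes 101 kept their direction in at most 26 alternatives, which leave out the covariate fits and DESeq2 with a prior. Of 20 lists 5 kept theirs in 30 alternatives, the covariate fits included, so that the counts for genes and lists cannot be compared. The recovery of 64.2% of 2-fold and 14.9% of 1.5-fold changes in simulated libraries, where genes were drawn independently, limits what 4 libraries against 4 can show. The letters of the replicates do not pair the libraries (1 of 4 matched best with its own letter). For changed values below the cause was not tested.

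Genes changed between Ntn1-/- and WT chimeras numbered 506 by DESeq2, with 300 genes higher in Ntn1-/- chimeras, 206 genes lower in Ntn1-/- chimeras, an overlap with the authors' calls of 473, 166 genes of the authors' pathway table, and a correlation with the authors' fold changes of 0.597. DESeq2 with a prior gave 465, 283, 182, 461, 154 and 1.00, and the authors' p-values 467, 286 and 181. That correlation was 0.525 in edgeR with at least 1 count, 0.719 after the length and GC offset, also with the block, 0.743 without Ntn1-/- replicates B and C, 0.557 with the neuron genes and 0.696 with the clock phase as a covariate. Genes with an unadjusted p under 0.05 were 1547 after the offset, 1145 with the block too, 3547 with the clock phase, and 1488 (without WT replicate C) to 2374 (without Ntn1-/- replicate C) leaving out one library.

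The Mmp3 rank among genes with lower expression was 16 with no filter and in edgeR with robust dispersion, 14 in edgeR and with quality weights, 5 in edgeR with library sizes only, 17 in edgeR with at least 1 count and in the replicate block, 27 and 28 in the replicate block in edgeR and with RLE size factors, 15 by DESeq2 with or without a prior, 166 after the offset, 92 with the block too, 341 without Ntn1-/- replicates B and C, 867 with the neuron genes, 250 with the clock phase, and 3 (without Ntn1-/- replicate A) to 51 (without Ntn1-/- replicate C) leaving out one library. Ntn1 log2 fold change was -0.021 after the offset, with or without the block, -0.054 without Ntn1-/- replicates B and C, -0.14 with the neuron genes, and -0.10 (without Ntn1-/- replicate B) to 0.22 (without Ntn1-/- replicate D) leaving out one library.

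Fixed gene lists that are higher were 0 in camera with an estimated correlation and in fry, 1 after the offset, with or without the block, 5 with the neuron genes and with the clock phase, and 2 to 4 (without Ntn1-/- replicate B) leaving out one library; fixed gene lists that are lower were 0 in camera with an estimated correlation and in fry, 10 in edgeR with library sizes only and with at least 1 count, 3 without Ntn1-/- replicates B and C and with the neuron genes, 14 with the clock phase, and 3 (without Ntn1-/- replicate B) to 9 (without Ntn1-/- replicate D) leaving out one library.

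Among genes, Mrc1 turned to 0.057 in edgeR and with robust dispersion, 0.056 with RLE size factors, 0.12 with library sizes only, 0.070 with at least 1 count, 0.060 with at least 10, 0.054 by DESeq2, 0.052 with quality weights and 0.50 without Ntn1-/- replicates B and C. Emr1 turned to 0.059 with library sizes only, 0.0015 with at least 1 count and 0.37 without Ntn1-/- replicates B and C, where Ccl2 was 0.095, Itgam 0.31 and Neo1 -0.058. Neo1 was -0.027 and Eln -0.051 with quality weights, and Neo1 -0.077 and Cd3e 0.011 after the offset, with or without the block. Leaving out one library, the ranges were -0.35 to 0.12 for Acta2, -0.072 to 0.86 for Ccr2, -0.37 to 0.13 for Cd3e, -0.20 to 0.13 for Eln, -0.42 to 0.28 for Emr1, -0.48 to 0.16 for Itgam, -0.44 to 0.0026 for Itgax, -0.51 to 0.019 for Mmp9, -0.28 to 0.34 for Mrc1 and -0.12 to 0.20 for Neo1.

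Of 30 alternatives, called lists passed in the same direction in 28 for ribosomal proteins, 26 for nerve, 25 for fibroblasts, 25 for inflammatory cytokines, 24 for microtubule transport, 22 for oxidative phosphorylation, 17 for macrophages and 15 for mesothelial and lymphatic markers. Of the lists not called, collagens and other matrix passed in 18 (17 in the direction first found), elastic fibre in 4 (3), the netrin pathway in 3 (3), white adipocyte in 2 (2), skeletal and cardiac muscle in 2 (0), contractile smooth muscle in 1 (0) and calcium handling in 1 (1). Among lists, contractile smooth muscle turned to 0.052 in edgeR and with robust dispersion, 0.053 with RLE size factors, 0.12 with library sizes only, 0.071 with at least 1 count, 0.054 with at least 10, 0.051 by DESeq2, 0.0010 after the offset, with or without the block, and 0.36 with the clock phase. With library sizes only, white adipocyte markers were 0.014, apoptosis 0.040 and intermediate filaments 0.018. After the offset, with or without the block, calcium handling and signalling was -0.0074 and calcineurin and NFAT -0.060. Without Ntn1-/- replicates B and C, matrix metalloproteinases and their inhibitors were 0.023, elastic fibre and cross-linking 0.099, collagens and other matrix 0.12, white adipocyte markers 0.023, skeletal and cardiac muscle markers -1.36, netrin pathway and receptors -0.048 and apoptosis 0.090. With the neuron genes as a covariate, macrophage markers were 0.25, inflammatory cytokines and chemokines 0.23, matrix metalloproteinases and their inhibitors 0.096, elastic fibre and cross-linking 0.26, collagens and other matrix 0.33, white adipocyte markers 0.21, skeletal and cardiac muscle markers -2.28, nerve and Schwann cell markers -0.093, netrin pathway and receptors -0.14, apoptosis 0.16 and intermediate filaments 0.015. With the clock phase, other axon guidance was -0.0083. Leaving out one library, the ranges were -0.30 to 0.12 for white adipocyte markers, -0.28 to 1.42 for skeletal and cardiac muscle markers, -0.079 to 0.058 for apoptosis, -0.19 to 0.23 for contractile smooth muscle and -0.079 to 0.034 for intermediate filaments.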

Differences from the paper's values

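The Mmp3 levels of both groups match those that Fig. 4b shows, about 4800 in WT and about 3700 in Ntn1-/- chimeras, read by eye. No other number of the paper's text or figures was set beside a value found here.

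The paper builds its heatmap on genes past an adjusted p of 0.05, and places Mmp3 among the genes with the most significant decrease. At the same threshold limma called 0 of 14931 genes and edgeR called 0 of 14895, with 2333 and 2419 at an unadjusted p under 0.05. Mmp3 had the direction that the paper gives and was number 9 of the genes with lower estimates, at an adjusted p of 0.248 from limma. DESeq2, which was set before the data were examined and is the tool the paper names, called 506 genes, Mmp3 among them, and 473 of the 475 of the authors' deposited table. DESeq2 with a prior on fold changes, chosen after seeing the values, called 465 and drops 14 of the authors' 475. The authors' p-values over the kept genes, also chosen after seeing the values, gave 467 calls and drop 9.

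The paper describes a reproducible clustering of the replicates in each group. Over the 500 most variable genes, 6 of 8 libraries had their nearest library in their own group, and the separation had an exact permutation p of 0.0857. Over the 475 genes past the threshold in the authors' deposited table, which were chosen for the difference, it was 8 of 8. The paper links its RNA data to axon development, apoptosis, transport along the cytoskeleton and calcium signalling. Of the fixed lists on these themes, limma's camera called microtubule motors and transport (adjusted p = 2.19e-04), a call lost with an estimated correlation (adjusted p = 0.885), in fry (adjusted p = 0.645), after the length and GC offset (adjusted p = 0.112, with the block 0.0775), and, chosen after seeing the values, without Ntn1-/- replicates B and C (adjusted p = 0.0567) and with the neuron genes as a covariate (adjusted p = 0.321). Over 30 alternatives it had adjusted p from 5.86e-07 to 0.885. limma's camera did not call axon guidance (adjusted p = 0.371), apoptosis (adjusted p = 0.971) or calcium signalling (adjusted p = 0.315). The list of nerve and Schwann cell markers, which holds neurofilament genes, was called higher (adjusted p = 1.97e-05 from limma's camera, 0.885 with an estimated correlation). The paper's terms came from DAVID on called genes and have other members than these lists. Camera also asks for a shared direction, so that a list not called is no test of the paper's terms.

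The paper states that the mRNA of Adgre1, a macrophage marker, was lower in Ntn1-/- chimeras by quantitative PCR, on more mice per group than were sequenced (Fig. 2g). In the sequenced aortas this gene, deposited as Emr1, was at 1216 ± 594.3 normalized reads in Ntn1-/- and 1228 ± 346.9 in WT chimeras (SD, n = 4 each), and the groups overlapped. Its log2 fold change was -0.15 (standard error 0.41, adjusted p = 0.895 from limma). Its estimate was negative in 22 of 26 alternatives and positive in edgeR with library sizes only (0.059) and with at least 1 count (0.0015), without Ntn1-/- replicate B (0.28), and, chosen after seeing the values, without Ntn1-/- replicates B and C (0.37). Cd68, the marker the paper stained (Fig. 2h), had a log2 fold change of -0.49 (standard error 0.39, adjusted p = 0.563 from limma), with -0.15 without Ntn1-/- replicate B and -0.78 without Ntn1-/- replicate D. Of the list of 25 macrophage markers 24 had lower estimates (adjusted p = 0.0495 from limma's camera, adjusted p = 0.899 with an estimated correlation).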

Other observations

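Of the tests below, the splits of the libraries and the gene length and GC content tests, except that of the clock genes, were set beforehand. The gene length and GC content test of the clock genes uses lists written after the data were seen. The tests on fibroblasts, macrophages, nerve cell bodies and clock phase were chosen after the result was seen. So were the quartiles of the clock genes after the offset. Ribosomal protein genes, which build the cytosolic ribosome, had lower estimates for 30 of 30 members in Ntn1-/- chimeras, with a median log2 fold change of -0.27 (adjusted p = 2e-11 from limma's camera, adjusted p = 0.885 with an estimated correlation). At 20 of them the groups did not overlap. One is Rplp1, at 18318 ± 985.9 normalized reads in Ntn1-/- and 22876 ± 1323 in WT chimeras (SD, n = 4 each). Over all genes the groups did not overlap at 10.5%, and chance gives 2.86% per gene. The members are not independent (estimated correlation 0.73), and the list mean had an exact permutation p of 0.0286, the smallest possible. After an offset for gene length and GC content the median of the list was -0.10 (adjusted p = 0.00689 from limma's camera). Fold changes followed gene length, with a median of -0.20 among the shortest genes (median length 1076) and 0.16 among the longest (median length 9823), and the slopes of the libraries with length did not overlap between the groups (exact permutation p = 0.0286). Fibroblast markers had lower estimates for 18 of 20 (median -0.31, adjusted p = 0.00218 from limma's camera, adjusted p = 0.885 with an estimated correlation), among them Igfbp6 at -0.44 and Serpinf1 at -0.35, and after the length and GC offset the median was -0.15 (adjusted p = 0.0457, with the block 0.0612), without Ntn1-/- replicate B -0.17 (adjusted p = 0.0228), without Ntn1-/- replicates B and C -0.12 (adjusted p = 0.086) and with the neuron genes as a covariate -0.01 (adjusted p = 0.321), where the adjusted p over 30 alternatives ran from 0.000139 to 0.885. Inflammatory cytokines had lower estimates for 23 of 26 (median -0.37, adjusted p = 0.00113 from limma's camera, adjusted p = 0.885 with an estimated correlation), with Cxcl5, which attracts neutrophils, at -1.51, but a median of -0.16 without Ntn1-/- replicate B (adjusted p = 0.198). Oxidative phosphorylation genes had lower estimates for 30 of 32 (median -0.17, adjusted p = 0.00464 from limma's camera, adjusted p = 0.885 with an estimated correlation), a call lost without Ntn1-/- replicate A (-0.11) or WT replicate D (-0.02) and after the length and GC offset (-0.03).

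Macrophage markers had lower estimates for 24 of 25 (median -0.41, adjusted p = 0.0495 from limma's camera, adjusted p = 0.899 with an estimated correlation). Spp1, a secreted matrix protein of macrophages and other cells, was at 5055 ± 3122 in Ntn1-/- and 12172 ± 3842 in WT chimeras (SD, n = 4 each). The macrophage call was lost without Ntn1-/- replicate A (-0.38) or B (-0.0098), or WT replicate B (-0.27), C (-0.29) or D (-0.35). It was also lost after the length and GC offset (-0.24, adjusted p = 0.204 from limma's camera), and was kept in 17 of 30 alternatives. Mesothelial and lymphatic markers had lower estimates for 10 of 13 (median -0.54, adjusted p = 0.0498 from limma's camera, adjusted p = 0.885 with an estimated correlation), also lost in many alternatives. Collagens, elastic fibre genes, contractile smooth muscle, endothelial, T cell and white adipocyte markers were not called, with adjusted p from limma's camera of 0.069, 0.163, 0.872, 0.675, 0.971 and 0.598. The collagen and matrix list had a median of -0.16 and was called lower in 17 of 30 alternatives, among them no filter (adjusted p = 0.0406), edgeR (adjusted p = 0.0285), the replicate block (adjusted p = 0.0455), the length and GC offset (adjusted p = 0.00445), and leaving out Ntn1-/- replicate A (-0.33), Ntn1-/- replicate D (-0.21) or WT replicate D (-0.31), and called higher in 1, with the neuron genes as a covariate (0.33). With an estimated correlation it was not called (adjusted p = 0.885), and its adjusted p ran from 1.45e-05 to 0.885. Elastic fibre genes were called lower in 3, without Ntn1-/- replicate A (-0.28), without WT replicate D (-0.21) and with the clock phase as a covariate (-0.23), and higher in 1, with the neuron genes (0.26). White adipocyte markers were called lower in 2, without WT replicate A (-0.27) and with the clock phase (-0.52), and contractile smooth muscle higher in 1, with the clock phase (0.36). Plasma protein genes made by liver, listed after the data were seen, had lower estimates for 20 of 20 with a median of -2.21 (exact permutation p = 0.114, unadjusted p = 1.12e-09 from limma's camera and 0.164 with an estimated correlation), and stood at 1.87, 1.93 and 2.51 in WT replicates A, C and D and at -1.92 in WT replicate B. Immature thymocyte genes, also listed after the data were seen, had higher estimates for 5 of 5 (exact permutation p = 0.0857, unadjusted p = 0.0637 from limma's camera). Skeletal and cardiac muscle genes stood at 1.69 and 1.49 in Ntn1-/- replicates B and C and -1.94 in replicate A.

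How far chance can be excluded was asked of the 35 splits of the 8 libraries into 4 and 4. limma called 0 genes in the real split and up to 29 in another, and edgeR 0 and up to 27. All 35 of 35 splits reach a count of 0, so that the splits decide nothing about these counts. At an unadjusted p under 0.05 the real split gave 2333 genes, 4 of 35 splits gave as many, and the highest other gave 3154. DESeq2 called 506 genes in the real split, 4 of 35 called as many, and the highest other called 1267, so that chance cannot be excluded for either count. That split set Ntn1-/- replicates A and B and WT replicates A and D against the rest, and a split that calls many more genes than the real one points to a structure of the samples other than the genotype. As other splits have no direction of their own, lists were compared by the direction with fewer calls and by the one with more. The former held 2 lists in the real split, those called higher, and up to 10 in another (32 of 35 as many). The latter held 6, those called lower, and up to 17 in another (32 of 35 as many). Both directions together held 8 in the real split and 4 to 24 in the 34 others, 29 of which had as many, so that chance cannot be excluded for the lists.

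Nerve genes had higher estimates in Ntn1-/- chimeras, mostly through replicates B and C, at mean deviations of 1.14 and 0.809, while Ntn1-/- replicate A, at -0.365, lay below WT replicates A (-0.219) and D (-0.191). The list was called by limma's camera (adjusted p = 1.97e-05) but not with an estimated correlation (adjusted p = 0.885) or in fry (adjusted p = 0.645), its mean had an exact permutation p of 0.0857, and in limma 0 of its 20 members passed over all genes or adjusted over the list alone, with 9 higher and 1 lower at an unadjusted p under 0.05 and 8 called by DESeq2. A trend with gene length or GC content is argued against, as the median of the nerve list was 0.859 after an offset for both (quartiles 0.418 to 1.35). A candidate explanation is RNA of nerve cell bodies, from ganglia taken with the aorta, since neuron genes (median 1.23) exceeded Schwann cell genes (median 0.41) by 0.818 (exact permutation p = 0.0286). Without Ntn1-/- replicates B and C the median of the neuron genes was 0.325, but these libraries were picked for these genes, so that dissection and genotype cannot be told apart.

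Mmp3 was lower in each Ntn1-/- library than in each WT library, at an adjusted p of 0.248 from limma. A trend with gene length or GC content as the whole cause is argued against, as Mmp3 was at -0.313 (standard error 0.091) after an offset for both, with no overlap of the groups (exact permutation p = 0.0286). A lower share of fibroblasts may account for part of it, since the fibroblast list differed by -0.26 (exact permutation p = 0.0571) and Mmp3 relative to it by -0.136 (exact permutation p = 0.343), but within groups Mmp3 and that list had r = -0.0761 (Pearson, exact permutation p = 0.892; Spearman rho = -0.286, exact permutation p = 0.54; r = -0.44 without the 2 libraries farthest out), so that this stays open. Fewer macrophages cannot be told apart either. The macrophage list differed by -0.311 (exact permutation p = 0.514) and Mmp3 relative to it by -0.0852 (exact permutation p = 0.914), which leaves it open, but r was -0.0872 within groups (Pearson, exact permutation p = 0.837; Spearman rho = -0.5, exact permutation p = 0.26; r = -0.454 without the 2 libraries farthest out). The prediction written for this test counted any Pearson r that was not positive against fewer macrophages, and set no p. The r met that, but with its exact permutation p of 0.837 it cannot be told from no correlation. No conclusion about macrophages is therefore drawn from it. The genotype of the transplanted fetal liver cells stays among the open explanations, and over the 3 correlations within groups weighed here and below the adjusted Pearson p from exact permutations was 0.892 for both.

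Clock gene lists, written after the data were seen, differed in opposite directions, by 0.414 (exact permutation p = 0.0857) for the list that peaks with Dbp and -0.378 (exact permutation p = 0.229) for the list that peaks with Arntl. The former had an unadjusted p = 2.65e-06 from limma's camera and 0.0964 with an estimated correlation, with 6 of 11 members past limma's test adjusted over the list alone and 2 called by DESeq2, and the latter 0.099 and 0.435, with 1 of 5 and 1. These lists hold genes picked for their values, so that their tests are no independent evidence. A candidate explanation is the clock phase at which each aorta was taken, since genes that peak with Dbp and those that peak with Arntl had opposite estimates and r = -0.81 within groups (Pearson, exact permutation p = 0.0451, adjusted over 3 correlations 0.135; Spearman rho = -0.619, exact permutation p = 0.146; r = -0.56 without the 2 libraries farthest out). The difference of the lists between the groups was 0.792 (exact permutation p = 0.143), and 0.744 after an offset for gene length and GC content (exact permutation p = 0.171). After the offset the members, each taken in the direction of its list, had quartiles of 0.228 to 0.437. The difference kept most of its size, but these genes were picked for their values. A trend with gene length or GC content is therefore not decided by this test. The prediction written for this test also asked for an exact permutation p under 0.05, which the difference did not have before the offset either. The time of day of collection is not given in the paper's text, and an effect of the genotype stays open and untested.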
